# N6-methyladenosine demethylase FTO promotes growth and metastasis of gastric cancer via m^6^A modification of caveolin-1 and metabolic regulation of mitochondrial dynamics

**DOI:** 10.1038/s41419-022-04503-7

**Published:** 2022-01-21

**Authors:** You Zhou, Qi Wang, Haifeng Deng, Bin Xu, Yi Zhou, Jian Liu, Yingting Liu, Yufang Shi, Xiao Zheng, Jingting Jiang

**Keywords:** Cancer genomics, Gastrointestinal diseases

## Abstract

Gastric cancer (GC) is the fifth most common tumor and the third most deadly cancer worldwide. N6-methyladenosine (m^6^A) modification has been reported to play a regulatory role in human cancers. However, the exact role of m^6^A in GC remains largely unknown, and the dysregulation of m^6^A on mitochondrial metabolism has never been studied. In the present study, we demonstrated that FTO, a key demethylase for RNA m^6^A modification, was up-regulated in GC tissues, especially in tissues with liver metastasis. Functionally, FTO acted as a promoter for the proliferation and metastasis in GC. Moreover, FTO enhanced the degradation of caveolin-1 mRNA via its demethylation, which regulated the mitochondrial fission/fusion and metabolism. Collectively, our current findings provided some valuable insights into FTO-mediated m^6^A demethylation modification and could be used as a new strategy for more careful surveillance and aggressive therapeutic intervention.

## Introduction

Gastric cancer (GC) is the fifth most common tumor and the third most deadly cancer worldwide, with almost half of global GC cases diagnosed in East Asia [1]. Most GC patients are first diagnosed in the late stage of malignant hyperplasia and metastasis [2]. Unfortunately, the prognosis for patients with advanced GC remains poor [3]. Therefore, it is urgently necessary to identify new biomarkers and therapeutic targets for the diagnosis and treatment of GC.

Dysfunction of energy metabolism is thought to be a distinct feature of cancer [4]. Cancer cells support the occurrence and development of malignant tumors through metabolic recombination, especially mitochondrial metabolism [5]. Glycolysis has long been considered as the main metabolic process for energy production and anabolic growth of cancer cells [6]. Although such insights are instrumental in the development of powerful imaging tools that are still used in clinics, it is now clear that mitochondria play a key role in tumorigenesis [7]. In addition to its central bioenergy role, mitochondria indeed provide a cornerstone for tumor anabolism, control of redox and calcium homeostasis, participation in transcriptional regulation, and regulation of cell death [8, 9]. Mitochondria are therefore promising targets for the development of new anticancer drugs [10, 11]. Moreover, it is critical to understand the molecular mechanisms of mitochondrial metabolism in GC in order to develop future diagnostic and therapeutic strategies.

As the most common internal chemical modification of RNA in eukaryotes, N6-methyladenosine (m^6^A) modification is a reversible process mediated by m^6^A methyltransferase methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14), tumor 1 associated protein (WTAP), and elimination of fat mass and obesity-associated protein (FTO) or alkylation repair homologous protein 5 (ALKBH5) [12, 13]. In mammals, such modification affects different aspects of RNA metabolism, leading to mRNA stability and splicing, translation efficiency, nuclear output, selective polyadenylation, and microRNA processing [14]. Recent studies have revealed the effects of m^6^A modification on many biological processes, including fertility, immune regulation, metabolism, stem maintenance, and differentiation [12, 15]. Importantly, RNA m^6^A modification has been reported to play a regulatory role in human cancers [16–18]. For example, ALKBH5 maintains the tumorigenicity of glioblastoma stem cell-like cells [14]. FTO regulates chemoradiotherapy resistance of cervical squamous cell carcinoma [19, 20]. METTL3 controls myeloid differentiation in normal hematopoietic cells and leukemic cells [21]. A growing number of studies have confirmed the role of m^6^A in a variety of malignancies [13, 21]. However, the exact role of m^6^A in GC remains largely unknown, and the dysregulation of m^6^A on mitochondrial metabolism has never been studied.

In the present study, we demonstrated that FTO, a key demethylase for RNA m^6^A modification, played a key role in promoting proliferation and metastasis in GC. Collectively, our findings provided some valuable insights into FTO-mediated m^6^A demethylation modification. Moreover, we also explored the molecular mechanisms underlying the GC metastasis by identifying downstream target genes and signals.

## Materials and methods

### Cell lines and cell culture

All cells used in this study were obtained from the Chinese Cell Bank of the Chinese Academy of Sciences (Shanghai, China). Human GC cell lines AGS and SGC-7901 were maintained in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin solution. Lentivirus was used to establish individual stable cell lines. 

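The sequences of the siRNAs against FTO and caveolin-1 were located in the GRCh37 reference with the GENCODE annotation lifted to that build. The 25-base sequence of the FTO siRNA, GCAGTGTATCTGAGGAGCTCCATAA, matched the sense strand of FTO on chromosome 16 from 53859816 to 53859840. This stretch lies in exon 3 of the 9 exons of transcript FTO-206, at positions 164 to 188 of a coding sequence of 1515 nucleotides. The sequence was found in 10 annotated transcripts of FTO and, without mismatches, in transcripts of 0 other genes. The 22-base sequence of the caveolin-1 siRNA, TGTGACGAAATACTGGTTTTAC, matched the sense strand of CAV1 on chromosome 7 from 116199083 to 116199104. It lies in the last of the 3 exons of transcript CAV1-201, at positions 279 to 300 of the coding sequence, and also had no full match in another gene.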

Small interfering RNA (siRNA) duplexes targeting FTO (5′-GCAGTGTATCTGAGGAGCTCCATAA-3′, 100 nM), caveolin-1 (5′-TGTGACGAAATACTGGTTTTAC-3′, 100 nM) and corresponding negative control (NC) oligonucleotides were transfected into cells using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s instructions.

### Cell proliferation assay

Cell proliferation assay was performed using CCK-8 kit (Dojindo) as previously reported. Briefly, cells were seeded into a 96-well plate (100 μl/well) at a density of 1 × 10^4^ cells/ml and cultured at 37 °C in an incubator containing 5% CO_2_. Each well was added with 10 μl CCK-8 solution, followed by incubation at 37 °C for 2 h. The spectrophotometric absorbance at a wavelength of 450 nm was determined for each sample. All the experiments were performed in triplicate.

For soft agar colony formation assays, cells were suspended in DMEM containing 0.35% low-melting agar (Invitrogen) and 10% FBS and seeded onto a coating of DMEM containing 0.8% low-melting agar and 10% FBS. Plates were incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. Colonies were counted after 14 days of incubation. Each experiment was conducted in triplicate.

### Total RNA m^6^A quantification

The total level of m^6^A in the treated GC cells was then determined using the EpiQuik™ m^6^A RNA Methylation Quantitative Kit (Epigentek, USA). Briefly, 200 ng RNA was added to each well, followed by the addition of a mixture of capture antibodies and detection antibodies. After several weeks of incubation, the m^6^A content was quantified at a wavelength of 450 nm and calculated according to the standard curve.

### Dot blotting analysis

The mRNA samples were dissolved in three volumes of RNA incubation buffer at 65 °C for 5 min and loaded onto an Amersham Hybond-N + membrane (GE Healthcare, USA) mounted on a Bio-Dot device (Bio-Rad, USA). The membrane was blocked with 5% skim milk and then incubated with a specific m^6^A antibody (1:1000, RRID:AB_151230) overnight at 4 °C, followed by incubation with HRP-conjugated immunoglobulin G for 1 h, and imaging was performed using an imaging system (Bio-Rad, USA).

### Methylated RNA immunoprecipitation (Me-RIP)

Total RNA or poly (A) + mRNA was isolated by the above-mentioned methods. The purified mRNA and magnetic bead-antibody complexes were then added to the IP buffer and incubated at 4 °C overnight. RNA was eluted with eluent and then purified. The expressions of MGMT and ANPG at the RNA level were determined by real-time quantitative PCR (qRT-PCR).

### qRT-PCR

RNA extraction and qRT-PCR were performed as previously described. The relative expressions of the target genes at the mRNA level were calculated by the 2^−ΔΔCT^ method. GAPDH was used as a housekeeping gene. 

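The 20 primers used for qRT-PCR were compared with the annotated transcripts of GRCh37, and each of the 20 matched its target gene over its full length. In 9 of the 10 pairs, the 2 primers lie in different exons or cross an exon junction. The exception is the caveolin-1 pair, which amplifies 171 nucleotides within exon 3 of CAV1, from position 305 to 475 of the coding sequence. The pair for m6A caveolin-1 runs from exon 2 to exon 3 and amplifies 280 nucleotides, from position 45 to 324 of the coding sequence. Its reverse primer covers the same 20 bases, on chromosome 7 from 116199109 to 116199128, as the forward primer of the caveolin-1 pair. The FTO pair amplifies 143 nucleotides from exon 8 to exon 9 of FTO. Of the 20 primers, 17 matched no other annotated gene, whereas the GAPDH reverse primer also matched transcripts of 23 other genes.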

Primer sequences were as follows: METTL3, 5′-CAAGCTGCACTTCAGACGAA-3′ (Forward); 5′-GCTTGGCGTGTGGTCTTT-3′ (Reverse); METTL14, 5′-CTGGGGAGGGGTTGGACCTT-3′ (Forward); 5′-CCCCGTCTGTGCTACGCTTC-3′ (Reverse); RBM15, 5′-TCCCACCTTGTGAGTTCTCC-3′ (Forward); 5′-GTCAGCGCCAAGTTTTCTCT-3′ (Reverse); WTAP, 5′-CTTCCCAAGAAGGTTCGATTGA-3′ (Forward); 5′-TCAGACTCTCTTAGGCCAGTTAC-3′ (Reverse); VIRMA, 5′-AATCCTGTGGGAAGATCAGC-3′ (Forward); 5′-ACACGTAAGGCAGTGGTAAG-3′ (Reverse); FTO, 5′-CCAGAACCTGAGGAGAGAATGG-3′ (Forward); 5′-CGATGTCTGTGAGGTCAAACGG-3′ (Reverse); ALKBH, 5′-CCAGCTATGCTTCAGATCGCCT-3′ (Forward); 5′-GGTTCTCTTCCTTGTCCATCTCC-3′ (Reverse); caveolin-1, 5′-TGCTGTCTGCCCTCTTTGGC-3′ (Forward); 5′-GTGGGTCACAGACGGTGTGG-3′ (Reverse); m^6^A caveolin-1, 5′-CGTTCCCATCCGGGAACAGG-3′ (Forward); 5′-GCCAAAGAGGGCAGACAGCA-3′ (Reverse); GAPDH, 5′-TGACTTCAACAGCGACACCCA-3′ (Forward); 5′-CACCCTGTTGCTGTAGCCAAA-3′ (Reverse).

### Western blotting analysis

The cells were directly lysed in 1× sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) loading buffer and subjected to SDS-PAGE. The blots were sequentially incubated with primary and HRP-conjugated secondary antibodies. The immunoreactive bands were then visualized using a Chemiluminescence Detection Kit (Servicebio, Wuhan, China) and detected with an imaging system (Bio-Rad, USA). Antibodies against FTO (1:2000, RRID:AB_280081) and caveolin-1 (1:1500, RRID: AB_32577) were obtained from Abcam. Antibodies against Pink1 (1:1500, Cat#6946), MFN2 (1:1000, Cat#11925), p-Parkin1 (1:1500, Cat#36728), Parkin1 (1:1000, Cat#2131), Cytochrome c (1:2000, Cat#12963) and β-tubulin (1:1500, Cat#2146) were obtained from Cell Signaling Technology. Antibody against p-MFN2 (1:3000, Cat#ABC963) was obtained from Merck Millipore. Antibody against GAPDH (1:5000, Cat# 60004) antibodies was purchased from Proteintech.

### RNA-seq and data analysis

Total RNA from AGS cells with or without FTO depletion was subjected to HiSeq RNA-Seq. Transcriptome reads from RNA-Seq experiments were mapped to the reference genome (hg19) using the Bowtie tool. The gene expression level was quantified by the RSEM software package. *p* < 0.05 was considered statistically significant. The differentially expressed genes were subsequently analyzed for the enrichment of biological pathways using the ClusterProfiler package. Gene interaction network analysis was performed using STRING website (https://string-db.org/) and Cytoscape software (3.6.0).

### Wound-healing assay

The cell migration ability was assessed by using a wound-healing assay to examine the regulatory role of FTO and caveolin-1 in the migration ability of GC cells as previously described.

### Transwell invasion assay

The transwell culture system was adopted to examine the invasive ability of FTO and caveolin-1 in GC cells as previously described.

### Mitochondrial fission assay

Mitochondrial fission was analyzed by staining mitochondria with 100 nM MitoTracker Green (Molecular Probes, Eugene, OR, USA). Cells were fixed in 4% paraformaldehyde (PFA) for 15 min. and permeabilized with 0.2% Triton X‐100. Mitochondria were imaged using a laser scanning confocal microscope (Zeiss LSM 800, Dublin, USA).

### Tumor xenografts

Male BALB/c nude mice (5 weeks old) were purchased from SLAC Animal Center (Shanghai, China) and then used for the xenograft tumor model. The animal-related protocols were approved by the Institutional Animal Care and Use Committee of the Third Affiliated Hospital of Soochow University. For the tumor growth analysis, AGS cells were subcutaneously injected into nude mice, and then the tumor volumes were monitored every 5 days. Tumor volumes were estimated based on the length and width and calculated using the following formula: tumor volume = (length × width^2^)/2. About 1 month later, the nude mice were sacrificed, and then tumors were excised, pictured, and weighed. For the tumor metastasis analysis, AGS cells were injected into nude mice by Tail Vein. About 1 month later, the nude mice were sacrificed, and then lung with metastasis lesions were excised, pictured, and counted.

### Immunohistochemistry (IHC) assays

Tumor slides from xenograft models and tissue array kit were collected and then embedded by paraffin after fixed in 4% PFA. IHC analyses were performed using specific anti-FTO (1:300, RRID:AB_280081) and anti-caveolin-1 (1:300, RRID: AB_32577) antibodies.

### Measurement of oxidative phosphorylation

Real-time integrated cellular oxygen consumption rate (OCR) was measured using the Seahorse XF24 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA, USA) as previously described. Briefly, AGS cells were treated with 10 μg/ml curcumin for 12 h, and 10^4^ cells were plated into the customized Seahorse cell plates. After the probes were calibrated, the OCR was detected with sequential injection of the following compounds regulating mitochondrial respiration: oligomycin (ATP synthase inhibitor; 1 μM), FCCP (uncoupler; 1 μM), rotenone (complex I inhibitor; 1 μM), and antimycin A (complex III inhibitor; 1 μM).

### Statistical analysis

Data were expressed as the mean ± SEM from at least three independent experiments. A two-tailed *t*-test (unpaired) was used for two-group comparisons. For multiple comparisons, ANOVA followed by the post hoc Bonferroni test was taken with GraphPad Prism® version 9.0 software (GraphPad Software, Inc., La Jolla, CA, USA). *p* values < 0.05 were considered statistically significant. Sample sizes of all experiments were predetermined according to our experience. No sample was excluded from the analyses. Animals were not randomly assigned, but the sex, strain and age of the mice were the same, and the data analysis was single masked. Investigators were not blinded to the group allocation during the experiment and outcome assessment. The number of replicates and statistical method were indicated in each figure legend.

## Results

### FTO expression is up-regulated in GC tissues and its prognostic value in GC

To explore the expression profile of the major m^6^A eraser enzyme in GC, we first searched the clinical database GEPIA (http://gepia.cancer-pku.cn/) and found that the expression of FTO at the mRNA level in GC tissues was significantly higher compared with the normal tissues (Fig. 1A). Further analysis of survival data among metastatic individuals suggested that patients with high FTO expression had a shorter median survival time (Fig. 1B). We next examined the expression of FTO at the protein level in the GC tissue using a microarray consisting of 90 cases by IHC. Figure 1C shows that FTO was clearly located in the nucleus of GC cells. Besides, the positive expression of FTO was dominant in most GC liver metastasis tissues, which was further confirmed by quantitative analysis (Fig. 1D). Among them, 24 cases (26.67%) had weak staining, and 66 cases (73.33%) had strong staining. In addition, the expression of FTO was significantly increased with the increase of pN stage (*p* = 0.001), pT stage (*p* = 0.001), TNM stage (*p* < 0.001), and liver invasion (*p* = 0.008) (Table 1). Taken together, these data suggested that FTO was significantly involved in GC, especially in tumor liver metastasis, and it might be associated with metastatic progression of GC.

**Fig. 1:**
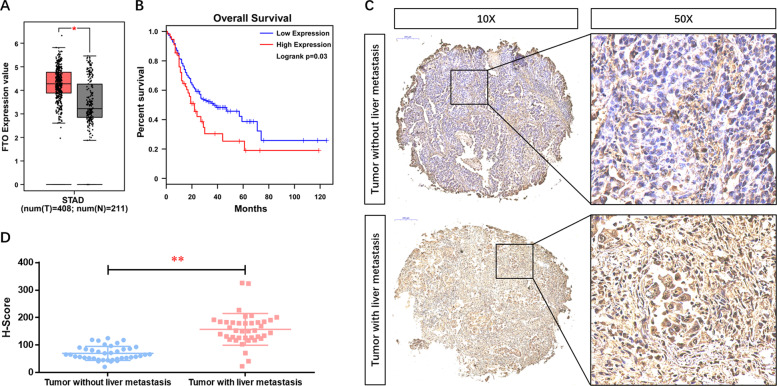
FTO expression is up-regulated in GC tissues and its prognostic value in GC. **A** The expression of FTO at the mRNA level and **B** the prognostic value in gastric cancer tissues were analyzed in the clinical database GEPIA (http://gepia.cancer-pku.cn/). **C** The expression of FTO at the protein level in the GC tissue microarray consisting of 90 cases was analyzed using IHC. **D** Quantitative analysis was performed upon the IHC data. *p < 0.05, **p < 0.01 compared with the indicated group.

**Table 1:** Association between FTO expression and clinicopathological characteristics in gastric cancer.

Variables	FTO expression level		*p* Value
	Low	High	
Age			
≤60 years	4	36	0.135
>60 years	13	37	
Gender			
Male	12	54	1.000
Female	8	16	
T stage			
T1	0	5	*0.001*
T2	3	7	
T3	9	26	
T4	8	32	
N stage			
N0	14	17	*0.001*
N1	10	9	
N2	2	15	
N3	3	20	
M stage			
M0	24	45	*0.001*
M1	6	15	
TNM stage			
I/II	11	20	*<0.001*
III/IV	19	40	
Liver metastasis			
Negative	32	33	*0.008*
Positive	5	20	

Italic font signifies *p* < 0.05.

### Down-regulated m^6^A and elevated level of FTO are shown in GC liver metastasis tissues

To confirm the observation of the elevated level of FTO in GC liver metastasis tissues, we then constructed a liver metastasis model of GC in male C57BL/6N mice, and the GC liver metastasis tissues were collected. Compared with the generated subcutaneous tumor in male C57BL/6 NOD mice, the level of m^6^A methylated RNA was dramatically decreased (Fig. 2A), which was further confirmed by m^6^A Dot blotting analysis (Fig. 2B). Consistently, the expression of FTO at the mRNA level was significantly increased in GC liver metastasis tissues (Fig. 2C). Moreover, we found the level of m^6^A was negatively relative with FTO mRNA expression in the tumor and liver metastasis tumor (Fig. 2D). Meanwhile, the expression of FTO at the protein level in GC tissues was analyzed by IF, and we found a similar increase in GC liver metastasis tissues (Fig. 2E). These results suggested that down-regulated m^6^A and elevated FTO were found in GC liver metastasis tissues.

**Fig. 2:**
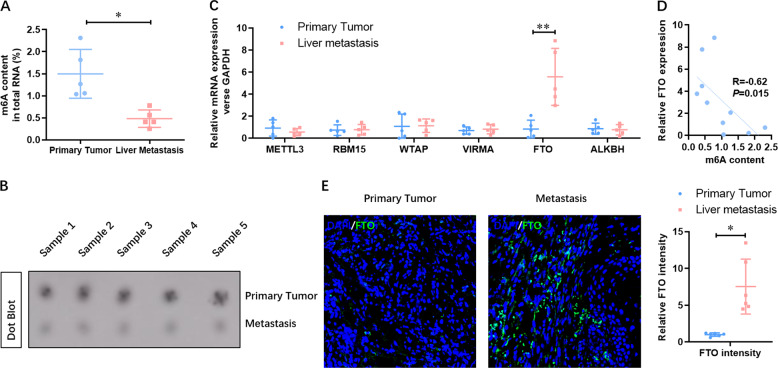
Down-regulated m^6^A and elevated level of FTO are shown in GC liver metastasis tissues. **A** The level of m^6^A methylated RNA in the tumor and liver metastasis tumor was analyzed by Colorimetric kit. **B** The level of m^6^A methylated RNA in the tumor and liver metastasis tumor was confirmed by m^6^A Dot blotting analysis. **C** The expression of FTO at the mRNA level was analyzed by qRT-PCR. **D** The level of m^6^A was negatively relative with FTO mRNA expression in the tumor and liver metastasis tumor. **E** The expression of FTO at the protein level was analyzed by IF. *N* = 5, *p < 0.05, **p < 0.01 compared with the indicated group.

### Depletion of FTO impairs the proliferation and metastasis of GC cells in vitro and in vivo

To evaluate the biological function of FTO in GC cells, we then depleted FTO in AGS and SGC-7901 cells with specific siRNAs. Figure 3A shows that FTO depletion remarkably impaired the colony formation ability in AGS and SGC-7901 cells compared with the blank and NC groups. A similar suppressive effect was observed in the cellular viability (Fig. 3B), migration (Fig. 3C), and invasion (Fig. 3D) by CCK-8 assay, wound-healing assay, and transwell assay, respectively.

**Fig. 3:**
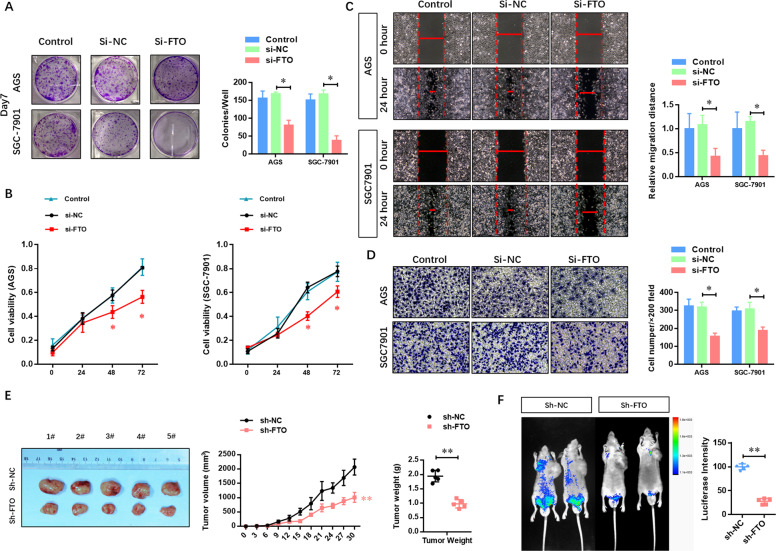
Depletion of FTO impairs the proliferation and metastasis of GC cells in vitro and in vivo. **A** The effect of FTO depletion on the colony formation ability of AGS and SGC-7901 cells was analyzed. **B** The effect of FTO depletion on the cellular viability of AGS and SGC-7901 cells was analyzed by CCK-8 assay. **C** The effect of FTO deletion on the migration ability of AGS and SGC-7901 cells was analyzed by wound-healing assay. **D** The effect of FTO depletion on the invasion ability of AGS and SGC-7901 cells was analyzed by transwell assay. **E** A subcutaneous tumor xenograft in Balb/c nude mice was established to analyze the effect of FTO on the proliferation of GC cells in vivo. **F** An orthotopic mouse model assay was performed to analyze the effect of FTO on metastasis. *N* = 3, *p < 0.05, **p < 0.01 compared with the indicated group.

To determine the role of FTO in GC cells in vivo, AGS cells infected with shFTO and NC lentiviruses were used to establish a subcutaneous tumor xenograft in Balb/c nude mice. We observed the xenograft growth for 30 days and found that FTO depletion could significantly suppress the tumor growth in vivo (Fig. 3E). An orthotopic mouse model assay was also performed to further analyze the effect of FTO on metastasis. Luciferase-labeled AGS cells were injected beneath the serosa of the stomach of nude mice. Figure 3F shows that the number of metastatic nodes was dramatically decreased in FTO-depleted AGS cells. These results demonstrated that depletion of FTO impaired the proliferation and metastasis of GC cells in vitro and in vivo.

### Transcriptome-sequencing finds that FTO directly targets caveolin-1 mRNA and promotes its degradation

To investigate the functional implications of FTO and identify its potential targets in GC, we performed transcriptome-sequencing to compare the gene expression profile following FTO depletion in AGS cells. 

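AGS is a cell line derived from a human gastric adenocarcinoma. RNA was sequenced from 3 libraries of AGS cells transfected with a negative control siRNA (si-NC) and 3 libraries transfected with FTO siRNA (si-FTO). The paper's cell culture methods give 100 nM for the FTO siRNA and print no dose for the negative control. The authors mapped the reads to hg19 with Bowtie and quantified expression with RSEM. The deposited values are TPM, a share of all transcripts scaled to a fixed total, given for 58174 genes as the mean over the libraries of each group. The mean TPM of all genes summed to 999970 in si-NC and 999957 in si-FTO, and TPM keeps no record of the number of reads, so the depth is unknown. Because the values are group means, no error between libraries could be computed and no test of the difference could be run. The q-values cited beside the results are those of the authors' deposited table. A fold change was computed here as the log2 ratio of mean TPM in si-FTO to mean TPM in si-NC after adding a pseudocount of 1, which understates the change of low genes. The 20493 genes with a mean TPM of at least 0.5 in at least 1 group were compared.

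The deposited table holds no value of 0. A value of exactly 0.0001 TPM, given for 26830 genes in si-NC and 29534 genes in si-FTO, was read as 0, and such genes are described as listed at 0. FTO, the depleted gene, had a mean TPM of 33.1 in si-NC and 7.27 in si-FTO, a log2 ratio of -2.04. The q-value of FTO in the authors' deposited table is 2.28e-06. Across the settings tried, the log2 ratio of FTO ranged from -2.19 to -1.85. A larger fall than that of FTO was found for 1175 of the genes lower in si-FTO. Among genes with a mean TPM of at least 10 in si-NC, 177 were listed at 0 in si-FTO, and among genes with a mean TPM of at least 10 in si-FTO, 65 were listed at 0 in si-NC.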

We found that 4852 genes were significantly down-regulated, while 3134 genes were significantly up-regulated (Fig. 4A and Supplementary Table 1). Among these potential top up-regulated genes, we focused on caveolin-1 due to its dramatic elevation (Fig. 4A). 

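Genes were counted as changed when the log2 ratio of mean TPM was at least 1 in size and the q-value in the authors' deposited table was under 0.05. By this definition 3353 of the 20493 genes compared were lower in si-FTO and 2263 were higher, which is 16.4% and 11% of them. Without a pseudocount and without a filter, with 0 set to 0.0001 TPM, the same threshold gave 4852 genes lower and 3134 genes higher. These included all of the 3353 and 2263 genes. Of the 4852 genes, 1475 were listed at 0 in si-FTO, and of the 3134 genes, 547 were listed at 0 in si-NC. The alternative that moved the counts most, a minimum mean TPM of 50 chosen after seeing the data, left 269 lower and 422 higher genes. With median-ratio scaling of the groups, 2795 genes were lower and 2669 higher. This scaling centres the groups by construction, so the smaller excess cannot tell a shift in scale from lower expression of many genes. At a minimum mean TPM of 10, 1152 genes were lower and 1159 higher. The median log2 ratio of all genes compared was -0.20.

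Among changed genes with a mean TPM of at least 10 over the groups, the falls that ranked first were those of XIST with 1448 TPM in si-NC, IRS4 with 427 TPM, and UCHL1, whose mean TPM was 303 in si-NC and 0.0205 in si-FTO. XIST and IRS4 were listed at 0 in si-FTO. Next came ENSG00000261409 with 263 TPM in si-NC and RP6-24A23.6 with 160.0 TPM, both listed at 0 in si-FTO. RP6-24A23.6 overlaps IRS4 on chromosome X, so their reads could have been split and both values are uncertain. The rises that ranked first were those of A2M, from 0.0135 to 3394 TPM, and H19, from 1.34 to 7791 TPM. ALPI had 1178 TPM in si-FTO and was listed at 0 in si-NC, S100A6 rose from 0.154 to 1021 TPM, and ALPP rose from 0.0147 to 819 TPM. ALPI and ALPP are paralogs between which reads could be split, so their separate values are uncertain.

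**Figure D1:**
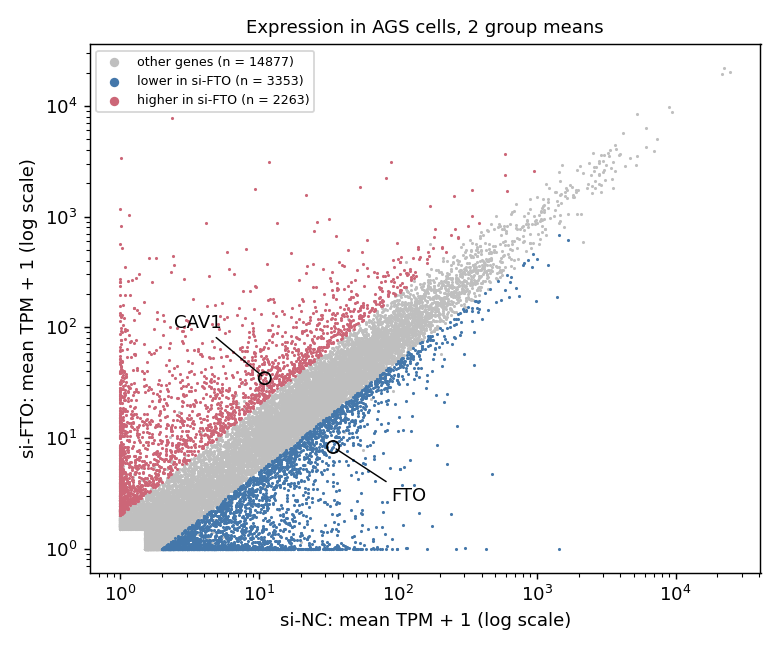
Mean TPM of each of the 20493 genes compared in si-NC (x axis) and si-FTO (y axis), each plus 1 and on a log scale. Each point is 1 gene, coloured by whether it was counted as lower in si-FTO (3353 genes), higher (2263 genes) or neither, and genes listed at 0 in a group lie on the left or bottom edge.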

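CAV1, the gene of caveolin-1, lies on chromosome 7 of GRCh37 from 116165048 to 116201233 on the plus strand. Its mean TPM was 9.98 in si-NC and 33.6 in si-FTO, a log2 ratio of 1.66 on the scale with a pseudocount of 1. The log2 fold change of CAV1 in the authors' deposited table is 1.75, with a q-value of 1.78e-22. Across the settings tried, the log2 ratio ranged from 1.66 to 1.86 and stayed past the threshold. By the size of its log2 ratio, CAV1 ranked 1258 among the 2263 genes higher in si-FTO, whose median log2 ratio was 1.78. With 0 set to 0.0001 and no filter, a setting chosen for the rank after seeing the data, it ranked 2249 among 3134. Among the 1159 higher genes with a mean TPM of at least 10, it ranked 676. An annotated antisense gene, ENSG00000235427, lies within CAV1 and had a mean TPM of 0.0575 in si-FTO. The 50 expressed genes nearest to CAV1 had a median log2 ratio of -0.21. CAV2, the neighbouring caveolin gene, had 8.93 TPM in si-NC and 13.8 TPM in si-FTO, a log2 ratio of 0.58. MET and TES, also next to CAV1, had log2 ratios of 1.27 and 0.83. Whether the rise of CAV1 comes from FTO depletion cannot be told from these libraries alone, since the groups may differ in more than FTO. The paper chose caveolin-1 for its elevation and, after further assays, proposes that FTO directly targets caveolin-1 mRNA and promotes its degradation.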

The elevation of caveolin-1 mRNA in FTO-depleted AGS cells was verified by quantitative reverse-transcription PCR (qRT-PCR) (Fig. 4B). Moreover, over-expression of wild-type FTO, not mutant FTO (R316A) lacking demethylation activity, decreased the expression of caveolin-1 at the mRNA level (Fig. 4B). Additionally, we found a very high confidence m^6^A modification site at the 200 bp of caveolin-1 CDS region using m^6^A modification site predictor SRAMP (Fig. 4C). 

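The coding sequence of transcript CAV1-201 has 534 nucleotides in GRCh37 with the lifted GENCODE annotation. Its nucleotide 200 is the A of the 5 bases UGACU. This A lies on chromosome 7 at 116199004, in the last of the 3 exons, and is the base at position 2 of codon 67. From 30 bases upstream to 30 bases downstream, the reference sequence is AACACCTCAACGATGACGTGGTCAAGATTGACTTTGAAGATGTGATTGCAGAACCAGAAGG. In transcript CAV1-202, whose coding sequence starts later and has 441 nucleotides, the same A is nucleotide 107. UGACU is a match to the DRACH motif of m6A sites, in which D is A, G or U, R is A or G, and H is A, C or U. The coding sequence of CAV1-201 holds 8 matches to this motif, with their A at nucleotides 23, 33, 60, 171, 200, 222, 232 and 470. The stretch amplified by the m6A caveolin-1 primers covers 5 of these, from the A at 60 to the A at 232. SRAMP was not run here, and the sequencing values hold no measure of m6A.

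**Figure D2:**
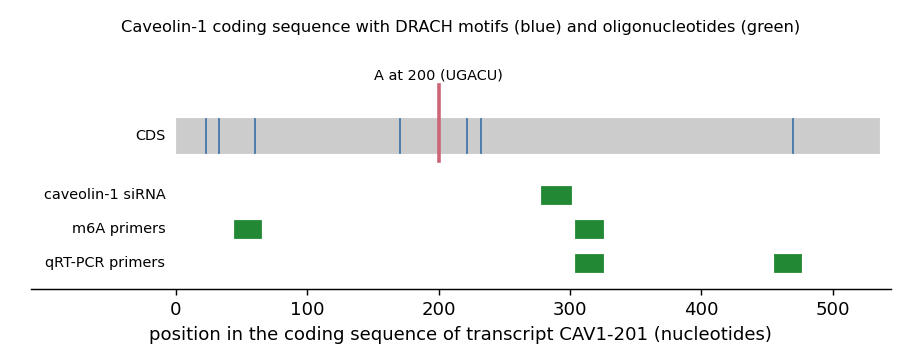
Map of the coding sequence of transcript CAV1-201, with the position in nucleotides on the x axis. Blue lines mark the A of DRACH motifs, the red line marks the A at nucleotide 200, and green boxes mark the caveolin-1 siRNA and the primers for m6A caveolin-1 and caveolin-1. The A at nucleotide 200 lies between the 2 primers of the m6A caveolin-1 pair and upstream of the caveolin-1 pair.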

Similar changes were observed in the methylated caveolin-1 mRNA by Me-RIP-qPCR (Fig. 4D). The changes in protein levels were also confirmed by Western blotting analysis (Fig. 4E). Transcription inhibition assay further showed that FTO depletion dramatically attenuated the degradation rate of caveolin-1 mRNA (Fig. 4F). In contrast, over-expression of wild-type FTO, not mutant FTO (R316A) lacking demethylation activity, enhanced the degradation rate of caveolin-1 mRNA (Fig. 4F). These data collectively suggested that FTO directly targeted caveolin-1 mRNA and promoted its degradation.

**Fig. 4:**
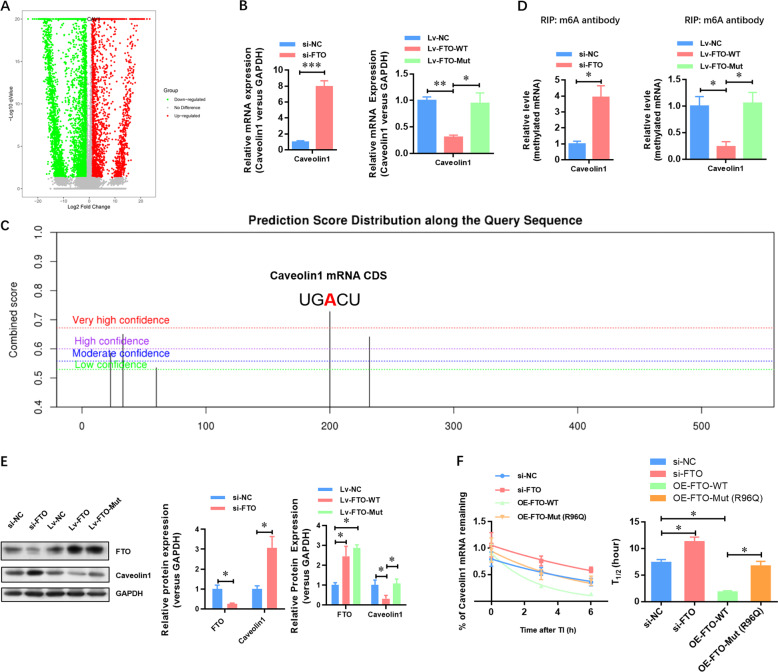
Transcriptome-sequencing finds that FTO directly targets caveolin-1 mRNA and promotes its degradation. **A** Caveolin-1 was up-regulated upon FTO depletion as indicated in volcano plot. **B** The elevation of caveolin-1 mRNA in FTO-depleted AGS cells was verified by qRT-PCR. **C** The m^6^A modification site predictor SRAMP was used to predict the m^6^A modification site in the CDS region of caveolin-1. **D** The elevation of m^6^A methylated caveolin-1 mRNA in FTO-depleted AGS cells was verified by Me-RIP-qPCR. **E** The elevation of caveolin-1 mRNA in FTO-depleted AGS cells was verified by Western blotting analysis. **F** Transcription inhibition assay showed that FTO depletion dramatically attenuated the degradation rate of caveolin-1 mRNA. *N* = 3, *p < 0.05, **p < 0.01 compared with the indicated group.

### FTO depletion impairs the proliferation, migration, and invasion of GC cells via inhibiting caveolin-1

To further understand the role of caveolin-1 in the FTO-regulated biological functions of GC cells, we then analyzed the expression of FTO in liver metastasis. The result showed a low-expression level of caveolin-1 in GC liver metastasis tissues from mouse models by qRT-PCR (Fig. 5A) and IHC (Fig. 5B). We then confirmed these findings using the GC tissue microarray consisting of 90 cases by IHC. Figure 5C reveals that caveolin-1 was clearly located in the cytoplasm of GC cells. Besides, the positive expression of caveolin-1 was dominant in most GC tissues with no liver metastasis, which was further confirmed by quantitative analysis (Fig. 5D). Among them, 58 cases (64.44%) had weak staining, and 32 cases (35.55%) had strong staining. Besides, the expression of caveolin-1 was significantly decreased with the increase of pN stage (*p* = 0.004), pT stage (*p* < 0.001), TNM stage (*p* < 0.001), and invasion ability (*p* = 0.012) (Table 2). Notably, we found that caveolin-1 depletion did not affect the cellular viability (Fig. 5E), but elevated the colony formation (Fig. 5F) and invasion ability (Fig. 5G) in AGS and SGC-7901 cells. Moreover, caveolin-1 depletion significantly attenuated the FTO depletion-inhibited cellular viability (Fig. 5E), colony formation (Fig. 5F), and invasion ability (Fig. 5G) in AGS and SGC-7901 cells. Taken together, these data suggested that FTO impaired the proliferation, migration, and invasion of GC cells via inhibiting caveolin-1.

**Fig. 5:**
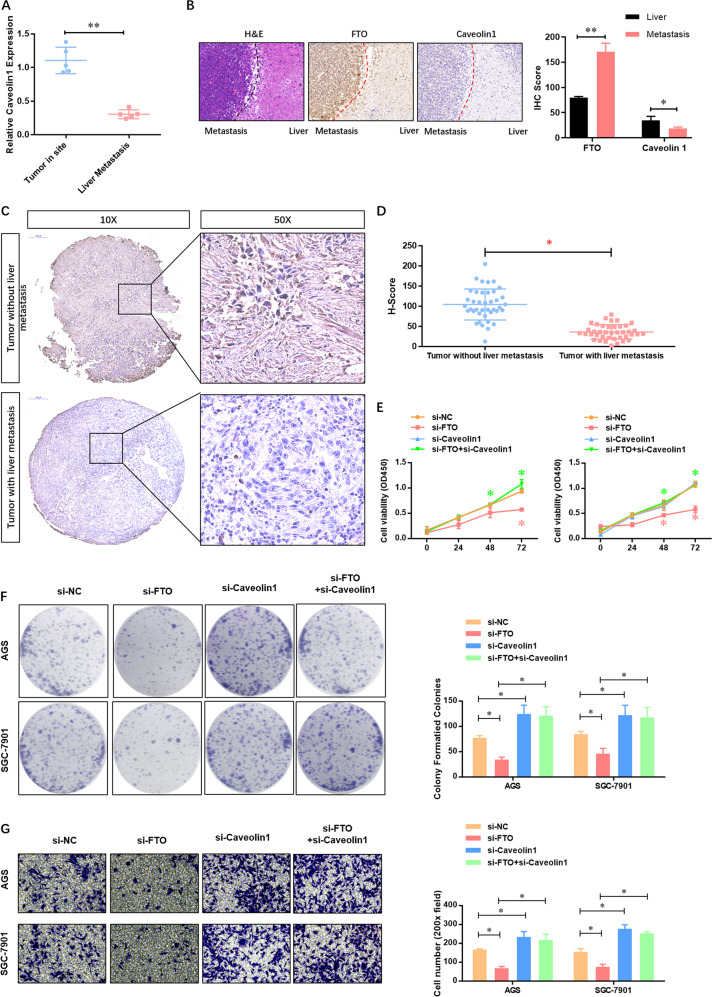
FTO depletion impairs the proliferation, migration, and invasion of GC cells via inhibiting caveolin-1. **A** The expression of caveolin-1 at the mRNA level in the tumor and liver metastasis tumor was analyzed by qRT-PCR. **B** The expression of caveolin-1 at the protein level in the tumor and liver metastasis tumor was analyzed by IHC. **C** The expression of caveolin-1 at the protein level in the GC tissue microarray consisting of 90 cases was analyzed using IHC, and **D** quantitative analysis was performed using the IHC data. **E** The effect of caveolin-1 depletion on the cellular viability of AGS and SGC-7901 cells with or without FTO depletion was analyzed by CCK-8 assay. **F** The effect of caveolin-1 depletion on the proliferation of AGS and SGC-7901 cells with or without FTO depletion was analyzed by colony formation assay. **G** The effect of caveolin-1 depletion on the invasion of AGS and SGC-7901 cells with or without FTO depletion was analyzed by transwell assay. *N* = 3, *p < 0.05, **p < 0.01 compared with the indicated group.

**Table 2:** Association between caveolin-1 expression and clinicopathological characteristics in gastric cancer.

Variables	Caveolin-1 expression level		*p* Value
	Low	High	
Age			
≤60 years	23	17	0.135
>60 years	26	24	
Gender			
Male	37	30	0.856
Female	13	10	
T stage			
T1	3	2	*<0.001*
T2	6	4	
T3	31	8	
T4	23	13	
N stage			
N0	16	9	*0.004*
N1	15	2	
N2	5	14	
N3	16	13	
M stage			
M0	35	34	*<0.001*
M1	11	10	
TNM stage			
I/II	26	9	*<0.001*
III/IV	37	18	
Liver metastasis			
Negative	35	20	*0.012*
Positive	25	10	

Italic font signifies *p* < 0.05.

### FTO depletion impairs the mitochondrial metabolism of GC cells via caveolin-1

Mitochondria play an important role in the cellular biochemistry of most eukaryotic cells, which produce nearly 95% of cellular ATP through oxidative phosphorylation of mitochondria, thereby controlling cell death or survival. Considering the critical role of caveolin-1 in the regulation of mitochondrial metabolism, we then tested whether FTO promoted the biological functions of GC cells via caveolin-1-dependent regulation of mitochondrial metabolism. To test this hypothesis, we determined the effects of FTO and caveolin-1 on mitochondrial respiration (OXPHOS) using the Seahorse XF24 Extracellular Flux Analyzer. FTO depletion dramatically reduced the ATP content (Fig. 6A), ATP synthase activity (Fig. 6B), and cellular OCR (Fig. 6C), indicating reduced OXPHOS in AGS and SGC-7901 GC cells. Furthermore, we assessed specific mitochondrial functions, in particular basal respiration, maximal respiration, ATP production, spare respiratory capacity, proton leak, and non-mitochondrial respiration. FTO depletion dramatically impaired the OCR value of basal respiration, maximal respiration, ATP production, and spare respiratory capacity in AGS and SGC-7901 cells. In contrast, caveolin-1 depletion significantly enhanced the ATP content (Fig. 6A), ATP synthase activity (Fig. 6B), and cellular OCR (Fig. 6C). Furthermore, caveolin-1 depletion attenuated the inhibitory effect of FTO on the ATP content, ATP synthase activity, and cellular OCR. These data indicated that FTO depletion suppressed mitochondrial respiration via elevating caveolin-1, which might result in reduced ATP supplement and thereby restrict cancer cell growth.

**Fig. 6:**
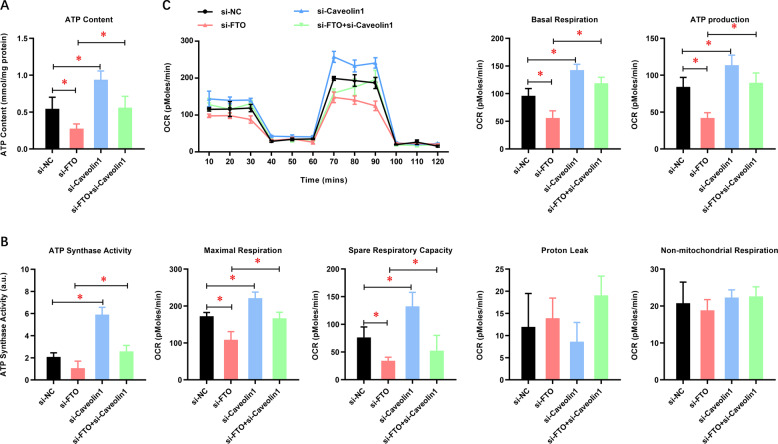
FTO depletion impairs the mitochondrial metabolism of GC cells via caveolin-1. **A** The effect of caveolin-1 depletion on the ATP content of AGS and SGC-7901 cells with or without FTO depletion was analyzed. **B** The effect of caveolin-1 depletion on the ATP synthase activity of AGS and SGC-7901 cells with or without FTO depletion was analyzed. **C** The effects of FTO and caveolin-1 on mitochondrial respiration (OXPHOS) were tested using the Seahorse XF24 Extracellular Flux Analyzer. *N* = 3, *p < 0.05, **p < 0.01 compared with the indicated group.

### FTO depletion induces mitochondrial fission in GC cells via caveolin-1

When mitochondria are destroyed by stresses, such as reactive oxygen species, the balance of mitochondrial dynamics is destroyed, leading to mitochondrial fission. Here, we determined whether FTO depletion altered the mitochondrial dynamics of cancer cells. MitoTracker Green staining and confocal microscopy were used to observe the cell morphology. Compared with untreated control cells, the proportion of mitochondrial fragments in FTO-depleted GC cells was increased, while the proportion of elongated mitochondria was decreased (Fig. 7A). Caveolin-1 did not change the morphology of mitochondria, whereas it reversed the FTO depletion-increased fragmented mitochondria and decreased elongated mitochondria (Fig. 7A). Mitochondrial fission and fusion are regulated by mitochondrial motion-related GTPases, such as Pink1, Parkin1, and MFN2, which thus induce the mitochondrial pathway of apoptosis via cytochrome c release from mitochondria. Figure 7B shows that FTO depletion significantly decreased the expressions of Pink1, phosphorylated Parkin1 and phosphorylated MFN2 at the protein level in AGS cells, which was similarly reversed by caveolin-1 depletion. Moreover, FTO depletion enhanced the release of mitochondrial cytochrome c into the cytoplasm, which was also reversed by caveolin-1 depletion (Fig. 7C). Accordingly, mitochondrial fission inhibitor Mdivi-1 significantly suppressed the cell proliferation of FTO overexpressed AGS and SGC-7901 cells (Supplementary Fig. 1). The above-mentioned results showed that FTO depletion induced mitochondrial fission in GC cells via caveolin-1.

**Fig. 7:**
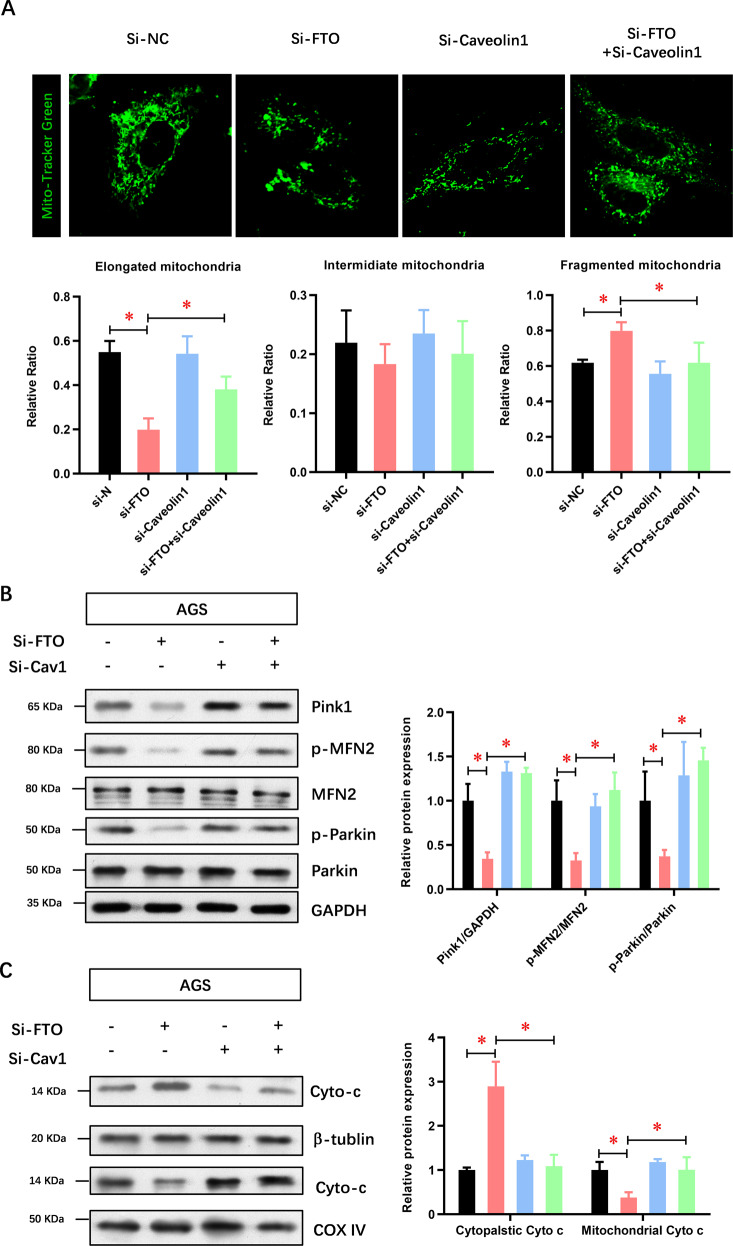
FTO depletion induces mitochondrial fission in GC cells via caveolin-1. **A** MTG staining and confocal microscopy were used to observe the mitochondrial fragmentation in AGS cells. **B** The regulatory molecules of mitochondrial fission and fusion, including Pink1, Parkin1, and MFN2, were analyzed. **C** The regulatory molecule of mitochondrial pathway apoptosis, indicated by cytochrome c release from mitochondria, was analyzed. *N* = 3, *p < 0.05, **p < 0.01 compared with the indicated group.

### FTO depletion impairs the tumor growth via caveolin-1 in the xenograft model

To further confirm the effect of FTO/caveolin-1 signaling on tumor growth in vivo, a subcutaneous tumor xenograft in Balb/c nude mice was established. FTO depletion consistently inhibited the tumor growth (Fig. 8A, B) and decreased the tumor weight (Fig. 8C). Caveolin-1 depletion did not affect the tumor growth of AGS cells, whereas it completely reversed the FTO-inhibited tumor growth (Fig. 8A, B) and reduced the tumor weight (Fig. 8C). Furthermore, the expressions of FTO and caveolin-1 at the protein level in these generated tumors were confirmed by IHC (Fig. 8D). FTO depletion dramatically reduced the ATP content in the generated tumors, which was reversed by caveolin-1 depletion (Fig. 8E). Consistently, FTO depletion significantly decreased the expressions of Pink1, phosphorylated Parkin1 and phosphorylated MFN2 at the protein level in the generated tumors, which was similarly reversed by caveolin-1 depletion (Fig. 8F). To further confirm the effect of FTO/caveolin-1 signaling on tumor metastasis in vivo, a Tail Vein injection tumor metastasis xenograft in Balb/c nude mice was established. As shown in Fig. 8G, FTO depletion significantly decreased the number of lung metastasis lesion, which was reversed by caveolin-1 depletion. These results collectively suggested that FTO depletion impaired the tumor growth and metastasis via caveolin-1 in the xenograft model.

**Fig. 8:**
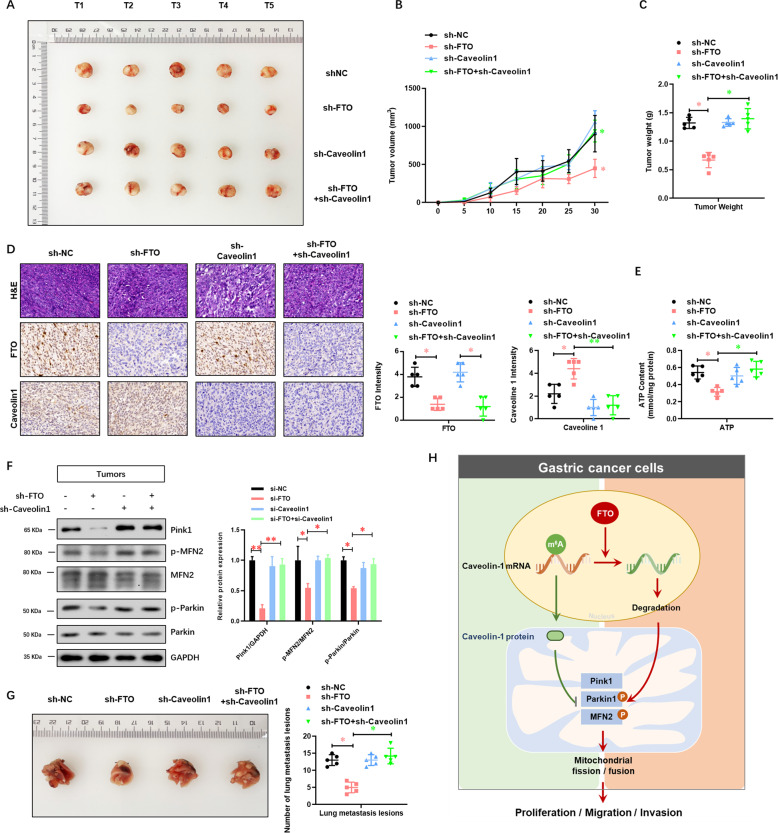
FTO depletion impairs the tumor growth via caveolin-1 in a xenograft model. **A** To further confirm the effect of FTO/caveolin-1 signaling on tumor growth in vivo, a subcutaneous tumor xenograft in Balb/c nude mice was established. **B** The curve of tumor growth and **C** tumor weight was analyzed. **D** The expressions of FTO and caveolin-1 at the protein level in these generated tumors were confirmed by IHC. **E** The ATP content in these generated tumors was analyzed. **F** The regulatory molecules of mitochondrial fission and fusion, including Pink1, Parkin1, and MFN2 in these generated tumors, were analyzed. **G** To further confirm the effect of FTO/caveolin-1 signaling on tumor metastasis in vivo, a Tail Vein injection tumor xenograft in Balb/c nude mice was established. The lung metastasis lesions from four groups of AGS cells were analyzed. **H** A working model demonstrates that the key demethylase of m^6^A FTO promotes the proliferation and metastasis of gastric cancer via the degradation of caveolin-1 mRNA and regulating the mitochondrial fission/fusion and metabolism. *N* = 5, *p < 0.05, **p < 0.01 compared with the indicated group.

## Discussion

Methylation plays an important role in a variety of biological and pathological processes, including tumorigenesis [20, 22, 23]. Methylation is thought to regulate the unwinding and transcription of DNA, and with the increasing understanding of epigenetic control, the comprehension of nucleic acid methylation has been expanded from DNA to RNA. As the most common epigenetic modification on eukaryotic RNA, m^6^A is specified by methylation of adenosine and controlled by author, reader, and eraser [24, 25]. The degree of m^6^A modification is weakened by the writer enhancement or eraser, while the reader can recognize and play the role in m^6^A modification, although it does not directly affect the level of m^6^A [26]. RNA m^6^A modification has been reported to influence carcinogenesis [27–29], while its role in the regulation of GC carcinogenesis and progression remains largely undetermined.

FTO was originally thought to be a regulator of body weight and obesity because FTO deficiency leads to growth retardation, while FTO overactivation increases food intake and contributes to obesity [30]. After FTO is identified as the first RNA demethylation enzyme that can remove m^6^A from RNA through an a-ketoglutarate, it has been found to have new functions to control different aspects of biological processes, such as dopaminergic signaling and fat formation [31]. More importantly, there is growing evidence that FTO dysfunction can promote the development of cancers, such as acute myeloid leukemia (AML) [32], melanoma [33], breast cancer [34], and lung cancer [35]. FTO is considered as a prognostic factor of lung squamous cell carcinoma, promoting cell proliferation and invasion, but inhibiting cell apoptosis by regulating the expression of MZF1 [35]. It has been recently reported that FTO plays a critical oncogenic role in hematopoietic cell transformation and AML as an m^6^A demethylase [32]. Moreover, FTO plays critical roles in self-renewal and immune evasion of cancer stem cells, and small-molecule FTO inhibitors can exhibit strong anti-tumor effects in multiple types of cancer [36]. In the present study, we identified that the depletion of a critical m^6^A eraser FTO promoted the proliferation and metastasis in GC cells.

Caveolin-1 is a complete membrane protein that is expressed in large amounts in adipocytes, endothelial cells, lung cells, fibroblasts, and muscle cells [37]. Caveolin-1 plays an important role in cancer genesis because it is overexpressed or mutated in many solid human tumors [38–40]. However, the role of epithelial caveolin-1 in tumorigenesis remains controversial. Notably, caveolin-1 has been shown to act as an anti-apoptotic and pro-apoptotic protein, both as a tumor promoter and a tumor suppressor [41]. Besides, caveolin-1 can stimulate metastasis and serve as a prognostic marker [42]. Transcriptional analysis shows that many oncogenes down-regulate the expression of caveolin-1 [43]. Besides, the gene encoding caveolin-1 is located at a putative tumor suppressor gene locus. Finally, it has been hypothesized that caveolin-1 is a tumor suppressor [44]. However, loss of caveolin-1 expression has also been found to be associated with increased independent growth of the anchor, reflecting its metastatic potential. However, for some tumors, the up-regulation of caveolin-1 can affect the survival and growth of cancer cells and facilitate tumor progression. Herein, we found that caveolin-1 was critical for the FTO depletion-impaired cell proliferation and metastasis. FTO directly targeted the caveolin-1 mRNA and promoted its degradation.

In terms of mechanism, caveolin-1 is associated with the mitochondrial number and bioenergy function in various cell types [45]. For example, mitochondria of hypercholesterolemic rabbit hepatocytes are found to have a high caveolin-1 expression [46]. Compared with the control group, intravenous injection of antenna-caveolin-1 (AP-caveolin-1) peptide in mice increases the transmembrane transposition of caveolin-1, which results in a mitochondrial matrix with deeper electron density and a decrease in superoxide dismutase and catalase activities, suggesting that caveolin-1 is necessary for maintaining mitochondrial structure and function [41, 47, 48]. AP-caveolin-1 treatment also restores respiratory chain subunit protein (complex I-V), preserves mitochondrial function, and inhibits apoptotic cell death [49]. Colon cancer cells with over-expression of caveolin-1 (HCT116) also have abundant mitochondrial localization, and in low-expression cells (HT29), over-expression of caveolin-1 leads to its enrichment in mitochondria and reduced apoptosis [50]. These findings provide clues that caveolin-1 enhances mitochondrial function to support tumor progression, the details of which remain unclear. On the other hand, high expression of caveolin-1 in mitochondria inhibits the proliferation of H-Ras-driven tumor cells [51]. Specifically, tumor transformation triggered by tumorigenic H-RAS12V in NIH3T3 cells inhibits intracellular basal calcium (Ca^2+^) levels, Ca^2+^ influx, and caveolin-1 expression [51, 52]. Besides, reintroduction of caveolin-1 can enhance mitochondrial Ca^2+^ uptake, inhibit cell growth and colony formation, and induce cell apoptosis, suggesting that a high caveolin-1 level inhibits mitochondrial function, thereby mediating the inhibitory activity of H-Ras-driven tumors [53]. In our present study, we found that FTO depletion markedly induced mitochondrial fission and inhibited mitochondrial metabolism. However, these effects were dominantly reversed by caveolin-1 inhibition, suggesting that the effect of FTO depletion on the mitochondria relied on the up-regulation of caveolin-1.

In conclusion, this study demonstrated that the key demethylase of m^6^A FTO promoted the proliferation and metastasis of GC via regulating the mitochondrial fission/fusion and metabolism. In terms of mechanism, FTO improved the degradation of caveolin-1 mRNA via its demethylation (Fig. 8H). Collectively, our findings provided valuable insights into FTO-mediated m^6^A demethylation modification, which could be used as a new strategy for more careful surveillance and aggressive therapeutic intervention.

## Supplementary information

Supplementary Figure 1

Supplementary Table 1

Agreement from co-authors

Author Contribution Statement

Reproducibility Checklist form

Supplementary figure legend

## Data Availability

RNA-seq data supporting the results of this study has been deposited in the NCBI GEO database under accession number GSE178697.

# Supplementary material for: N6-methyladenosine demethylase FTO promotes growth and metastasis of gastric cancer via m6A modification of caveolin-1 and metabolic regulation of mitochondrial dynamics
**Source:** Cell Death Dis. 2022 Jan 21;13(1):72. doi: 10.1038/s41419-022-04503-7

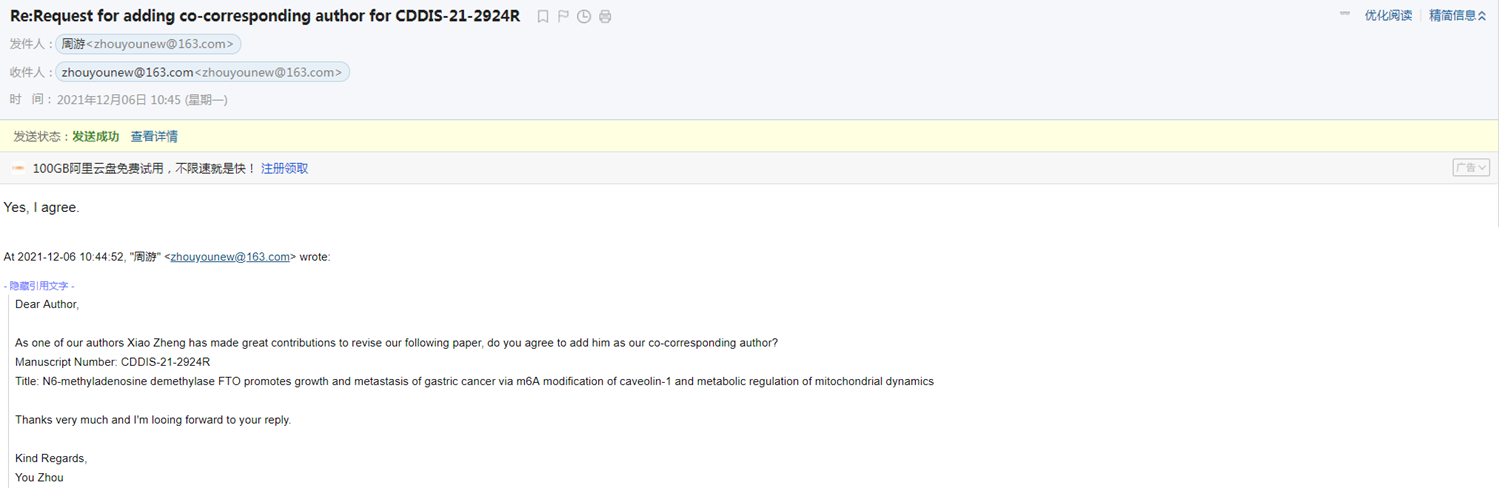
1. Agreement from co-author You Zhou:

2. Agreement from co-author Qi Wang:

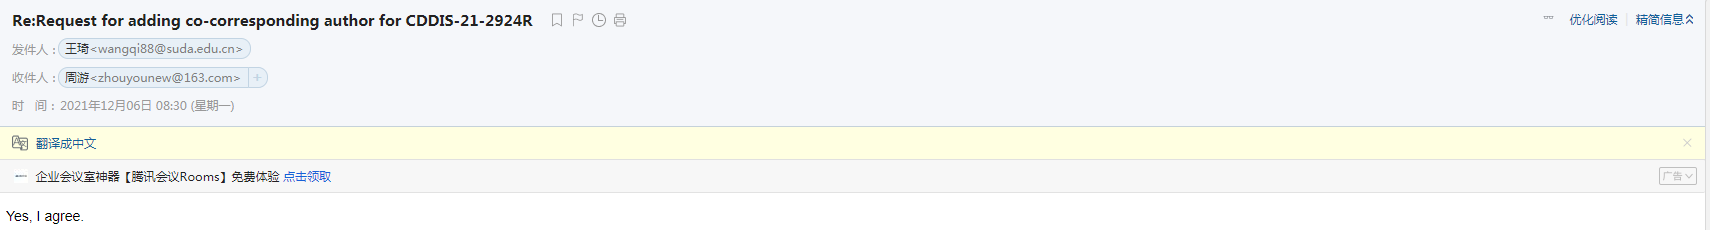

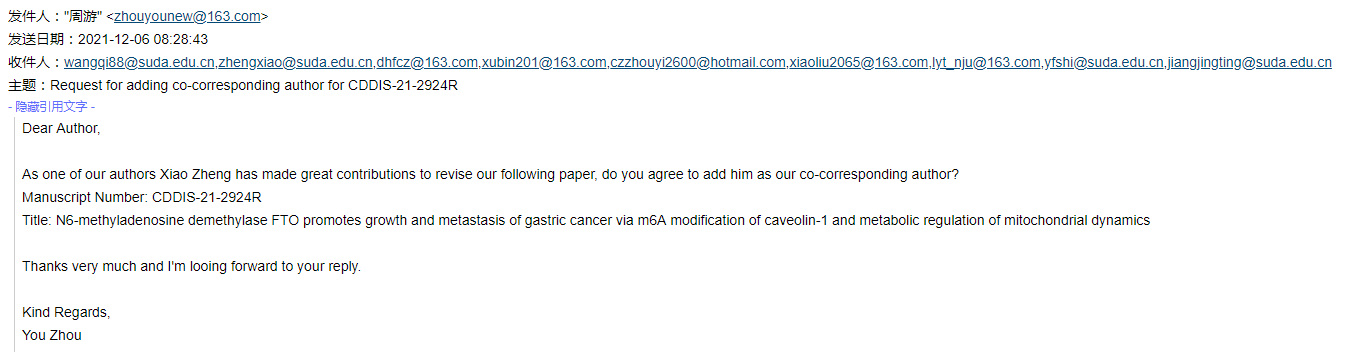

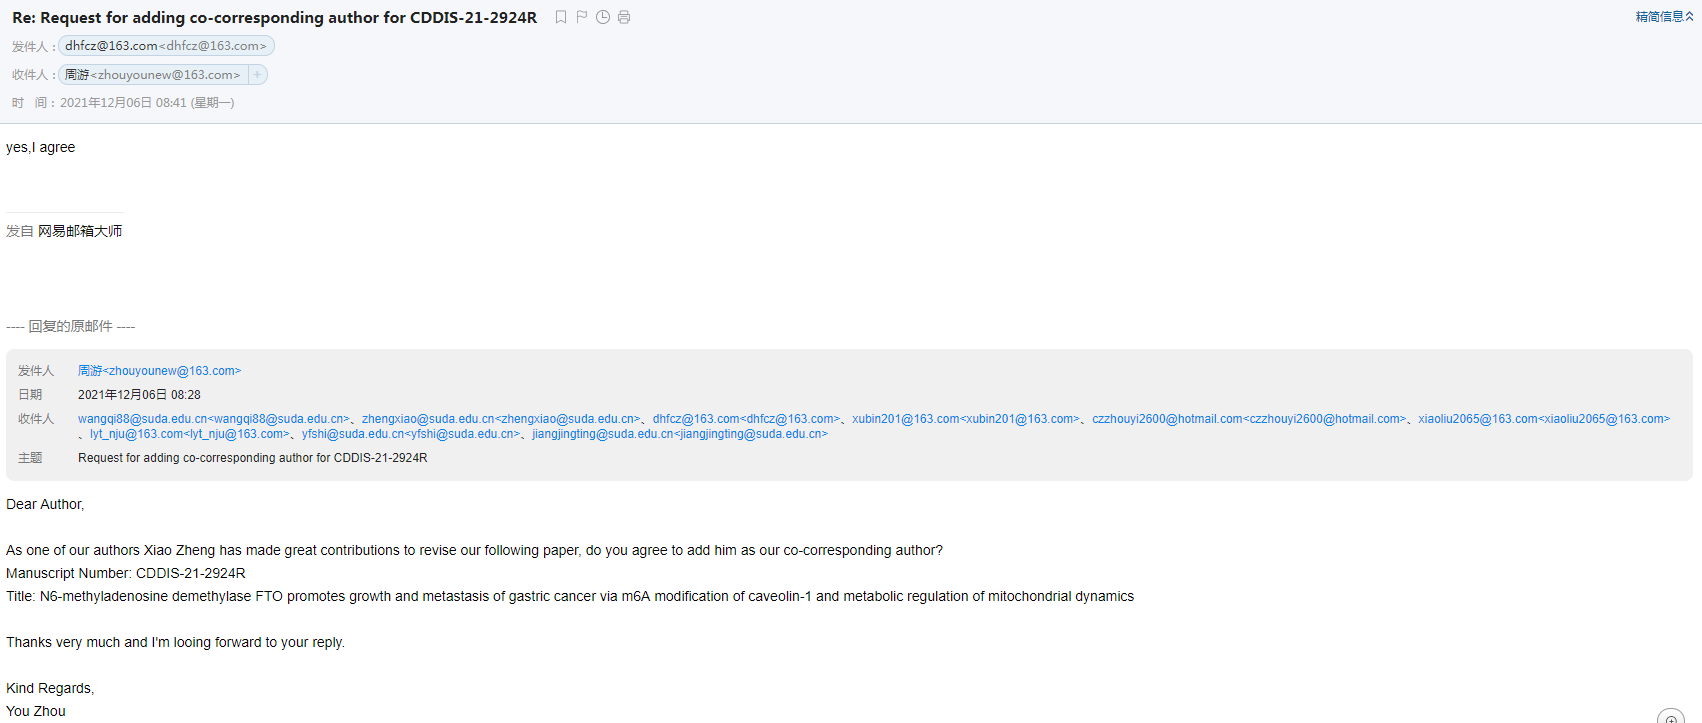
3. Agreement from co-author Haifeng Deng:

4. Agreement from co-author Xiao Zheng:

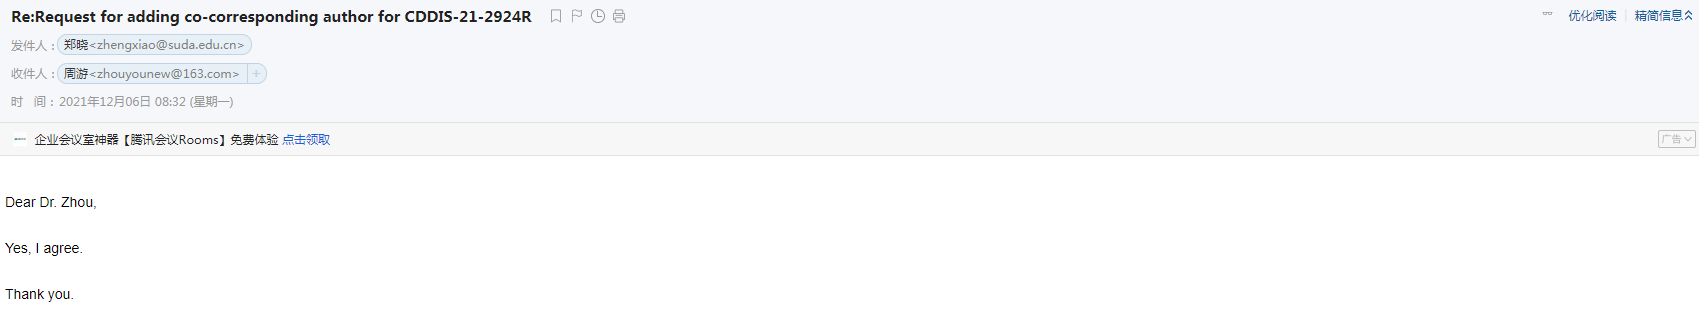

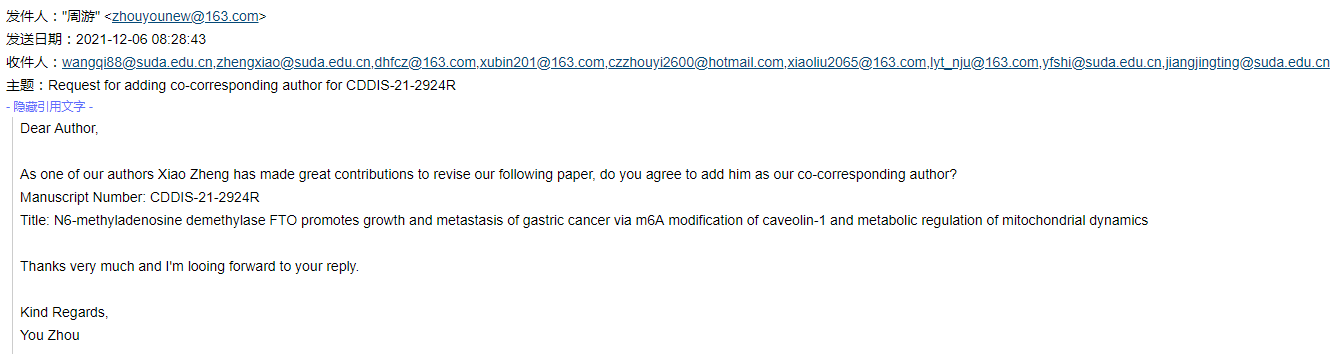

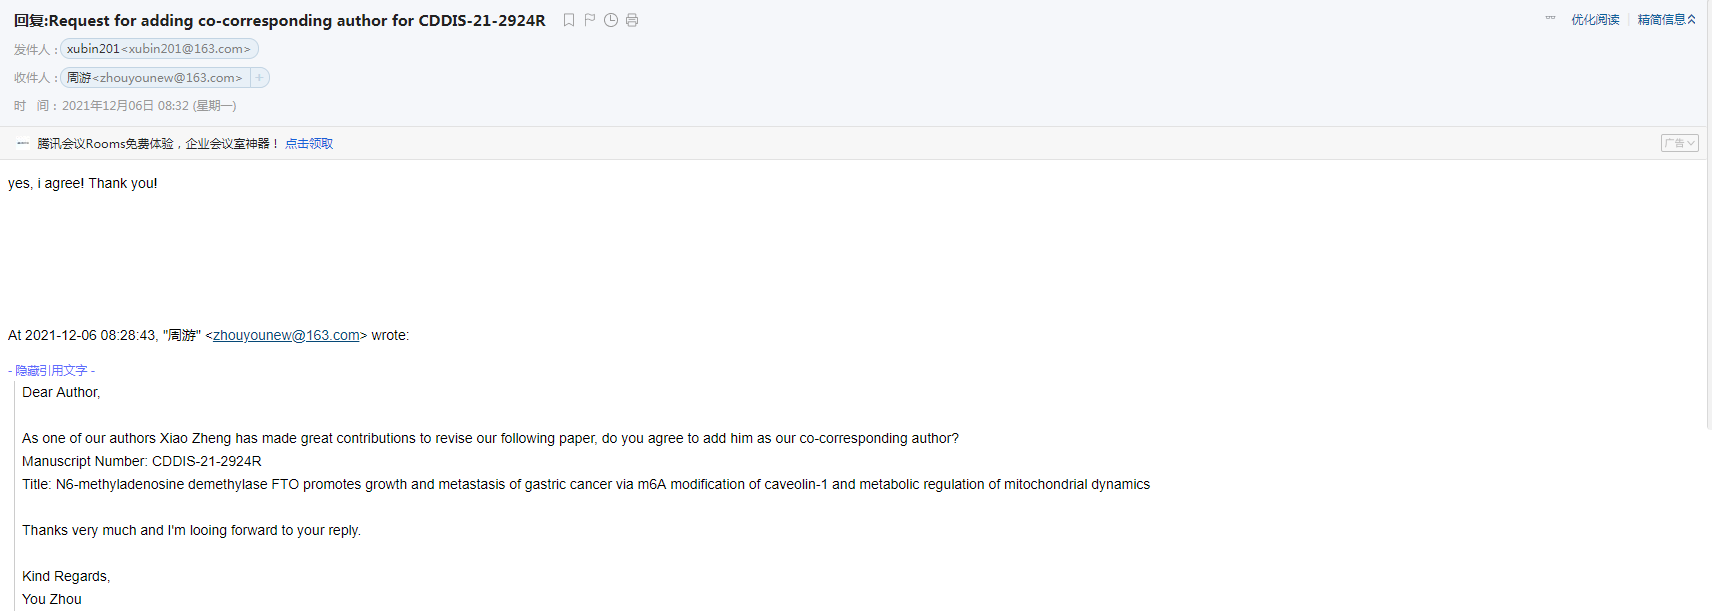
5. Agreement from co-author Bin Xu:

6. Agreement from co-author Yi Zhou:

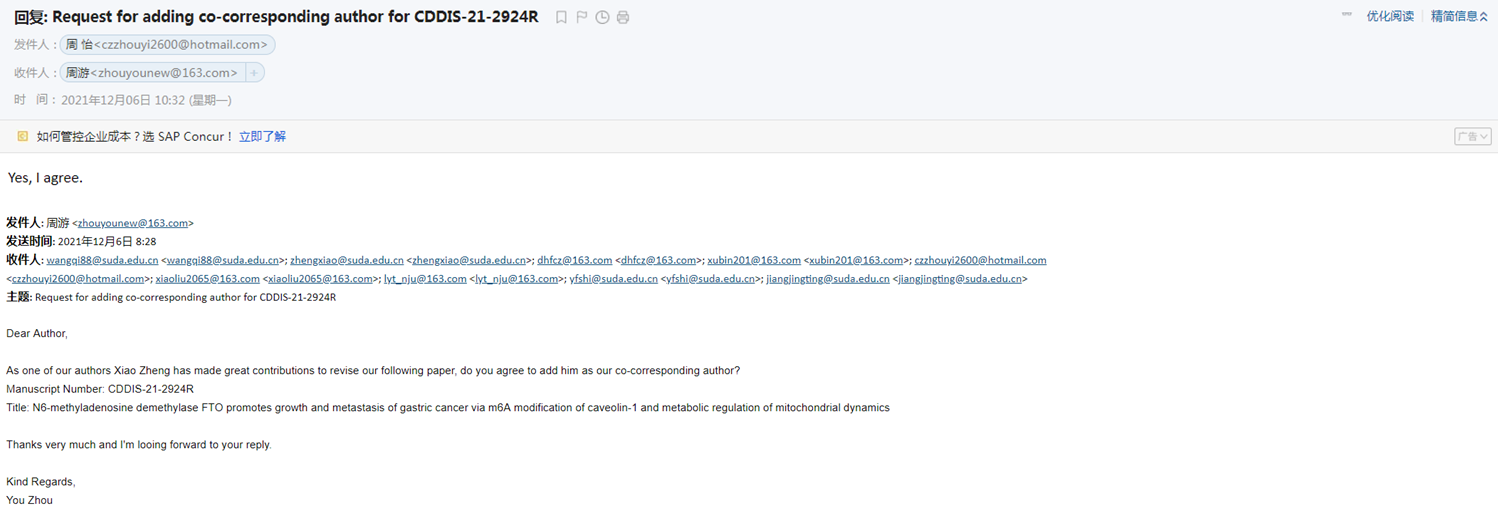

7. Agreement from co-author Jian Liu:

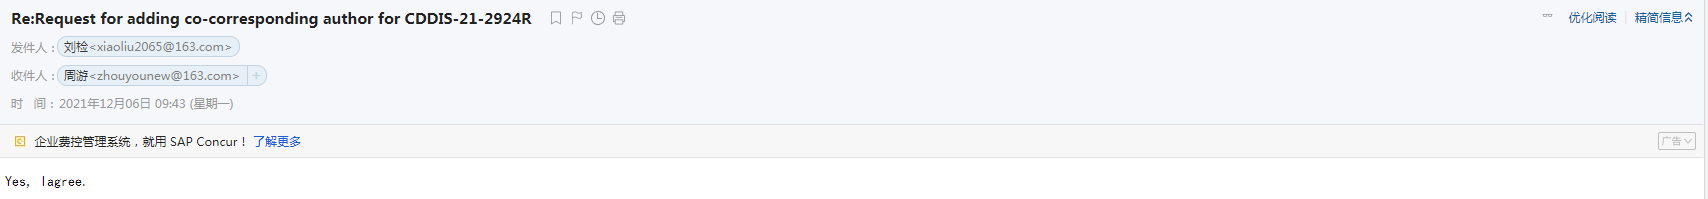

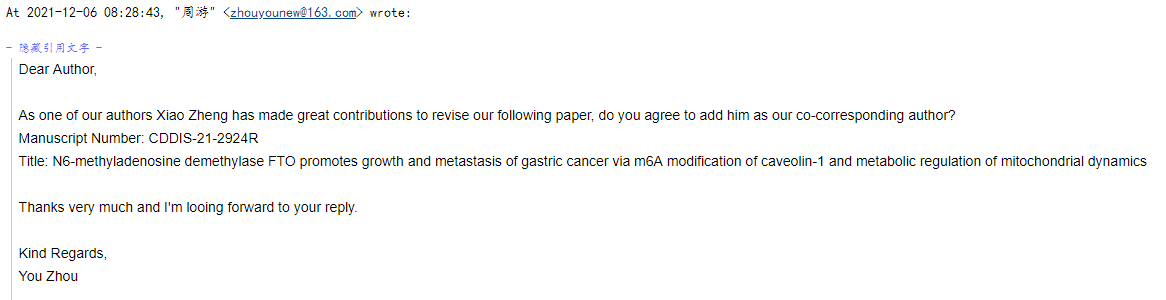

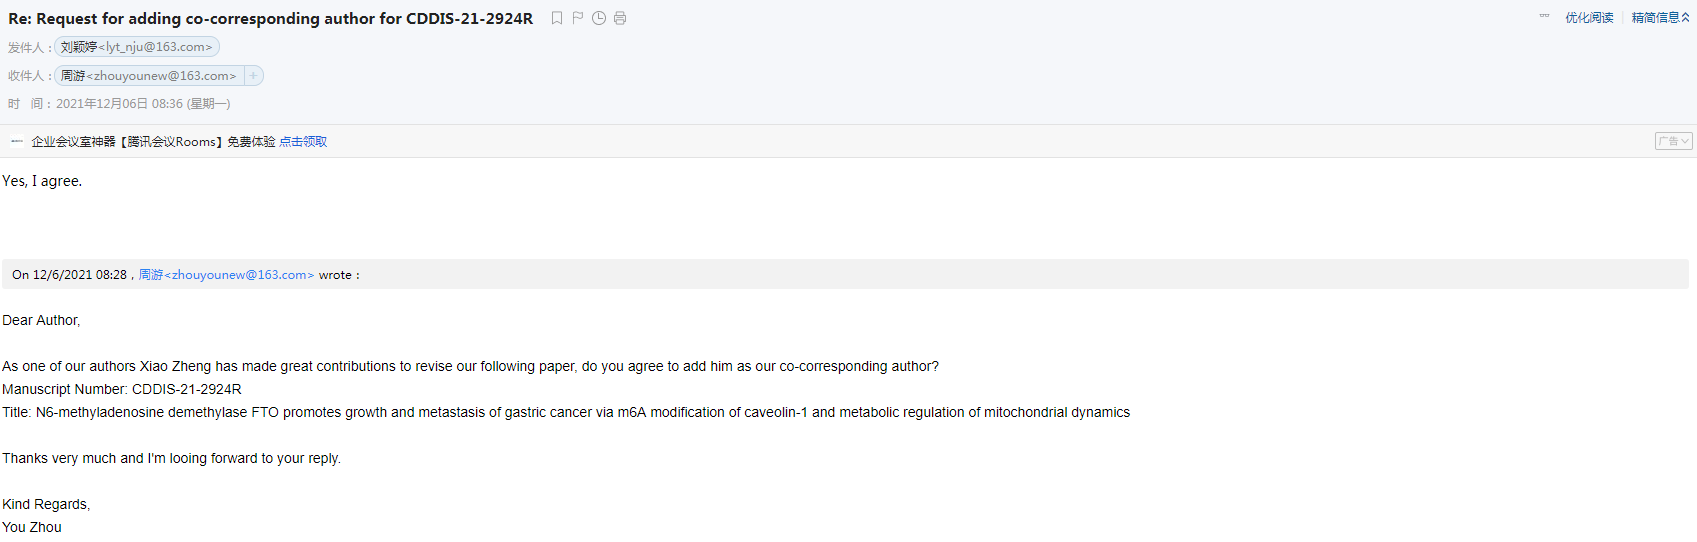
8. Agreement from co-author Yingting Liu:

9. Agreement from co-author Yufang Shi:

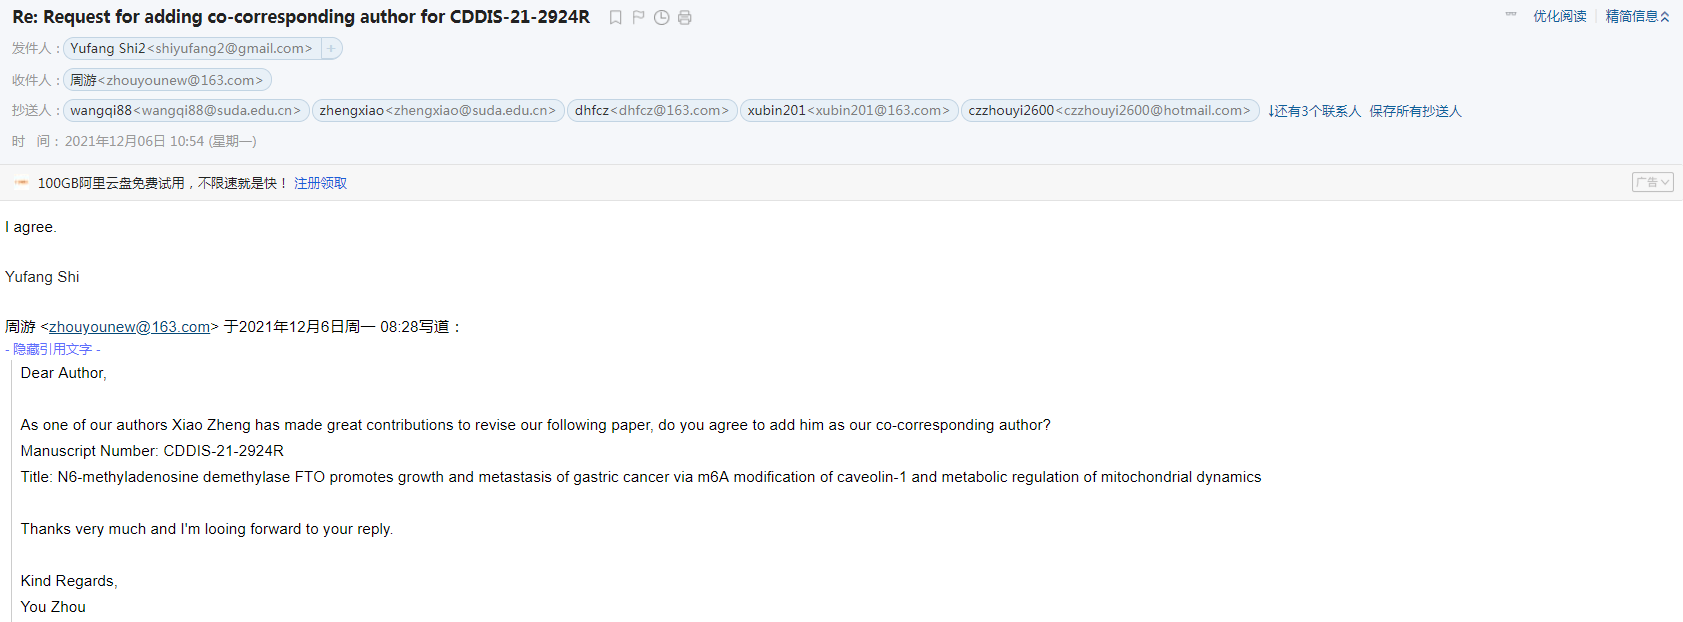

10. Agreement from co-author Jingting Jiang:

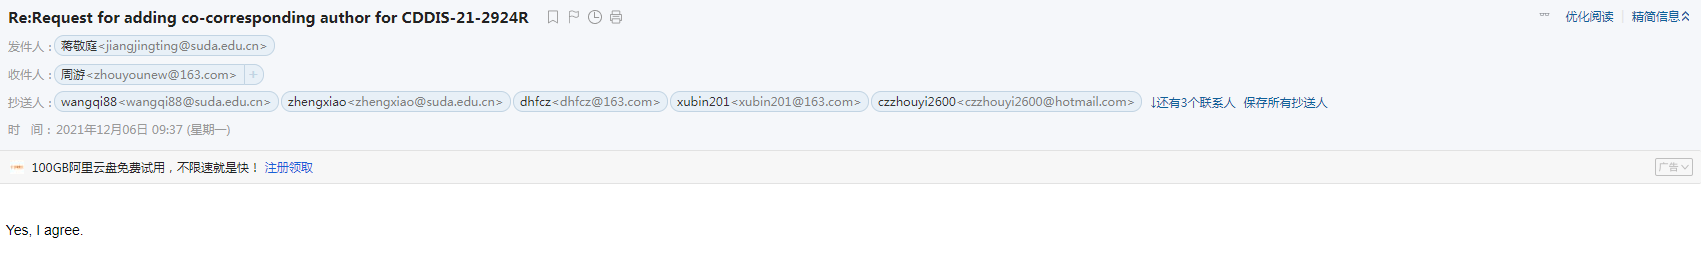

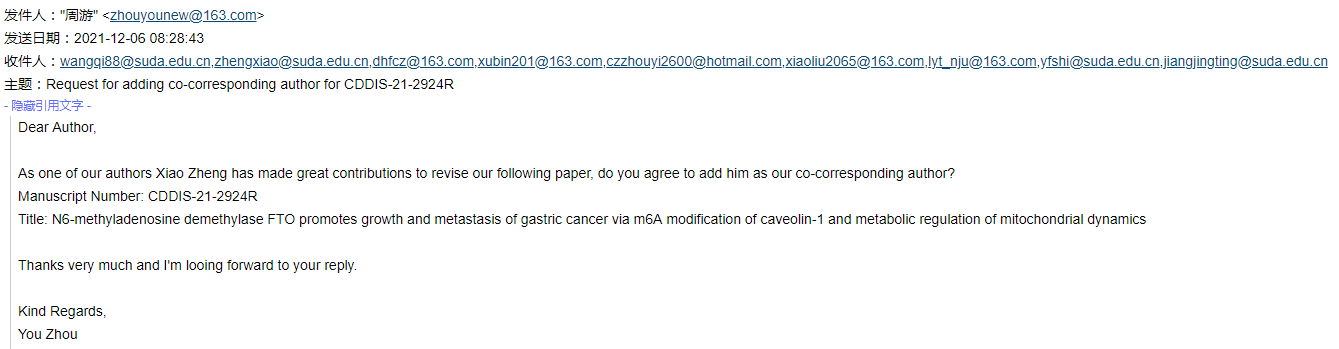

**Supplement:** Supplementary file 3 — Agreement from co-authors

# Supplementary material for: N6-methyladenosine demethylase FTO promotes growth and metastasis of gastric cancer via m6A modification of caveolin-1 and metabolic regulation of mitochondrial dynamics
**Source:** Cell Death Dis. 2022 Jan 21;13(1):72. doi: 10.1038/s41419-022-04503-7
**Supplement:** Supplementary file 4 — Author Contribution Statement

**AUTHOR CONTRIBUTIONS**

Y.Z., Y.S. and J.J. conceived the study. Q.W., X.Z., B.X. and H.D. performed the experiments. J.L. and Y.L. analyzed and interpreted the data. All authors contributed to biological analysis, interpretation of the results, read, and approved the final version of the manuscript.

# Supplementary material for: N6-methyladenosine demethylase FTO promotes growth and metastasis of gastric cancer via m6A modification of caveolin-1 and metabolic regulation of mitochondrial dynamics
**Source:** Cell Death Dis. 2022 Jan 21;13(1):72. doi: 10.1038/s41419-022-04503-7
**Supplement:** Supplementary file 5 — Reproducibility Checklist form

Corresponding Author Name: Jingting Jiang

Manuscript Number: CDDIS-21-2924RR

# Reporting Summary

*Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.*

☐ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes ( $n < 5$ ) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple  $\chi^2$  tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

*Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.*

## Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)

For animal studies, include a statement about sample size estimate even if no statistical methods were used.

2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)

3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)

For animal studies, include a statement about randomization even if no randomization was used.

## Reported in section/paragraph or page #

|                                                         |
|---------------------------------------------------------|
| In Materials and methods section, page 8 , line 203-204 |
| In Materials and methods section, page 8 , line 203-204 |
| In Materials and methods section, page 8, line 204-205  |
| In Materials and methods section, page 8, line 205-206  |
| In Materials and methods section, page 8, line 205-206  |

|                                                                                                                                                                                      |                                                              |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------|
| 4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #) | In Materials and methods section, page 8 , line 206-207      |
| For animal studies, include a statement about blinding even if no blinding was done.                                                                                                 | In Materials and methods section, page 8 , line 206-207      |
| 5. For every figure, are statistical tests justified as appropriate?                                                                                                                 | In Materials and methods section, page 8 , line 199-203, 208 |
| Do the data meet the assumptions of the tests (e.g., normal distribution)?                                                                                                           | In Materials and methods section, page 8 , line 199-203, 208 |
| Is there an estimate of variation within each group of data?                                                                                                                         | In Materials and methods section, page 8 , line 199-203, 208 |
| Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)                                                                 | In Materials and methods section, page 8 , line 199-203, 208 |

## Reagents

|                                                                                                                                                      | Reported in section/paragraph or page #                                                             |
|------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------|
| 6. Report the source of antibodies (vendor and catalog number)                                                                                       | In Materials and methods section, page 5, line 109, page 6, line 144-150, and page 8, line 187-188  |
| 7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination | In Materials and methods section, page 4, line 78-81, and all cell lines used were mycoplasma-free. |

## Animal Models

|                                                                                                                                                                                                                                     | Reported in section/paragraph or page #                |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------|
| 8. Report species, strain, sex and age of animals                                                                                                                                                                                   | In Materials and methods section, page 7, line 173     |
| 9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.                                                                  | In Materials and methods section, page 7, line 174-176 |
| 10. We recommend consulting the ARRIVE guidelines ( <a href="https://doi.org/10.1371/journal.plosbio.1000412">PLoS Biol. 8(6), e1000412,2010</a> ) to ensure that other relevant aspects of animal studies are adequately reported. |                                                        |

## Human subjects

### Reported in section/paragraph or page #

|                                                                                                                                                                     |     |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| 11. Identify the committee(s) approving the study protocol.                                                                                                         | n/a |
| 12. Include a statement confirming that informed consent was obtained from all subjects.                                                                            | n/a |
| 13. For publication of patient photos, include a statement confirming that consent to publish was obtained.                                                         | n/a |
| 14. Report the clinical trial registration number (at <a href="https://clinicaltrials.gov">ClinicalTrials.gov</a> or equivalent).                                   | n/a |
| 15. For phase II and III randomized controlled trials, please refer to the <a href="#">CONSORT statement</a> and submit the CONSORT checklist with your submission. |     |
| 16. For tumor marker prognostic studies, we recommend that you follow the <a href="#">REMARK reporting guidelines</a> .                                             |     |

## Data deposition

### Reported in section/paragraph or page #

|                                                                                                                                                                                                                                                                                                             |                                                                                                                                 |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------|
| 17. Provide accession codes for deposited data.<br>Data deposition in a public repository is mandatory for: <ol style="list-style-type: none"> <li>Protein, DNA and RNA sequences</li> <li>Macromolecular structures</li> <li>Crystallographic data for small molecules</li> <li>Microarray data</li> </ol> | RNA-seq data supporting the results of this study has been deposited in the NCBI GEO database under accession number GSE178697. |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------|

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

|                                                                                                                                                                                                                                                                                                                   |     |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| 18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under " <b>Code availability</b> " to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability. | n/a |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|

# Supplementary material for: N6-methyladenosine demethylase FTO promotes growth and metastasis of gastric cancer via m6A modification of caveolin-1 and metabolic regulation of mitochondrial dynamics
**Source:** Cell Death Dis. 2022 Jan 21;13(1):72. doi: 10.1038/s41419-022-04503-7
**Supplement:** Supplementary file 6 — Supplementary figure legend

**Supplementary Figure legends**

**Supplementary Fig. 1** Mitochondrial fission inhibition with Mdivi-1 significantly suppressed the cell proliferation of FTO over-expressed AGS (left panel) and SGC-7901 cells (right panel). N=3, **P* < 0.05 compared with the indicated group.

How the deposited data were processed for this re-analysis (not part of the article)

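The experiment analysed is the transcriptome sequencing of AGS cells, with 3 si-NC and 3 si-FTO libraries. The sample labels also name a genotype, wild type for si-NC and FTO-/- for si-FTO, whereas the paper depleted FTO with siRNA at 100 nM. The libraries were grouped as siRNA-treated, by their titles and the paper. Which of the labels is right could not be told from the group means. According to the paper, the authors mapped the reads to hg19 with Bowtie and quantified expression with RSEM, and used p under 0.05 as the threshold. The paper's text does not name the test, the fold threshold or the annotation behind the counts of changed genes.

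The authors deposited TPM as 1 mean per group for 58174 genes. They deposited with it the log2 ratio of the group means, a p-value and a q-value per gene. The deposited log2 ratio is that of si-NC over si-FTO, the opposite sign of Supplementary Table 1, and signs are given here as si-FTO over si-NC. A second deposited table of 7986 genes was checked against the first: it holds the genes with a q-value under 0.05 and a log2 ratio of at least 1 in size, with 0 genes in one set only. The copy of Supplementary Table 1 used here has 1282 readable rows, with 6703 more left out, so no set was tested on it. TPM keeps no depth, so the depth is unknown and no interval or floor that needs counts is given. No column of per-library values was used. The error between libraries, and therefore the precision of each mean, is unknown here.

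Before the data were examined, a limma fit on log2(TPM + 1) over 6 libraries was planned, with camera for gene lists. Group means allow no such fit. The same scale and thresholds were kept on the means: the log2 ratio of mean TPM with a pseudocount of 1, genes with a mean TPM of at least 0.5 in at least 1 group, a log2 ratio of at least 1 in size, and the q-value of the authors' deposited table under 0.05. A value of exactly 0.0001 TPM was read as 0. The alternatives were a pseudocount of 0.1, no filter, a minimum mean TPM of 5 or 50, quantile normalization and median-ratio scaling of the groups, other thresholds, and the ratio with 0 set to 0.0001.

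Gene lists were compared with 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. The lists written before the data were examined were nuclear and mitochondrially encoded genes of oxidative phosphorylation, mitochondrial fission and fusion, m6A writers, erasers and readers, caveolae, interferon response, cell cycle, replication-dependent histones and Y-linked genes. Lists with fewer than 5 genes compared were left out; for the Y-linked list, 0 of 11 genes passed the filter. Of the 55 histone genes, 48 were found. Lists of genes that every cell uses, of epithelial genes and of RNAs without a poly(A) tail were added after the data were seen. Symbols were taken from the reference's table of gene names, which matched 55726 of the 58174 identifiers, and older symbols from that table and from a RefSeq table of GRCh38.p14. Coordinates, transcript lengths, GC content and sequences come from the GRCh37 genome with the GENCODE annotation lifted to it.

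Matches to the siRNA seed, bases 2 to 8 of the strand antisense to the FTO siRNA, were compared with words of the same base composition. They were sought in annotated 3′ UTRs, and in whole transcripts for genes without a coding sequence. For chromosome-wide shifts, 9635 genes with a mean TPM of at least 10 were ordered along the genome, trends with GC content, length and expression were removed, and medians of windows of 50 genes were compared with 1000 random orders of the genes. The genes named in the text are those the paper names as RNA targets or proteins of its assays and, among changed genes with a mean TPM of at least 10, the 5 with the largest log2 ratio in each direction; of a gene list, only the members with the largest change in each direction. That rule also asked for no overlap between libraries, which group means cannot show. A gene covered by the rule is not reported here. Other genes named were chosen after their values were seen.

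The calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. They were tested on simulated data. All 200 of 200 changed genes were recovered among 9655, with 0 of 9455 unchanged genes called. The planted changes were far past the threshold, the noise was small and no q-values were simulated. This outcome was therefore nearly fixed in advance and gives no measure of sensitivity in the real data. Of 40 shifted lists, 39 stood above the central 95% of random lists, against 2 of 40 unshifted lists outside it. The simulated genes varied independently, so this does not cover lists whose genes vary together. Shifts of stretches of 200 genes were found in 20 of 20 simulated data sets, shifts of stretches of 100 genes in 1 of 20, and none were found in 20 without shifts. The test compares windows 2 apart, so it cannot see stretches of 100 genes or fewer; that was the length simulated first, and the longer stretches were simulated after it failed.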

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

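In the paragraphs below, the tests of a swapped or mixed library, of an immune response and of more cells in S phase were chosen only after the result was seen.

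Many genes outside those the paper discusses were abundant in one group and listed at 0 in the other. Of the 9655 genes with a mean TPM of at least 10 in si-NC, 177 were listed at 0 in si-FTO, and of the 9280 such genes in si-FTO, 65 were listed at 0 in si-NC. Both counts include abundant genes: 4 and 11 of these genes, respectively, had at least 100 TPM. A general failure of the abundance estimates is argued against by the 187 genes that every cell uses. Of these, 0 were listed at 0, and their lowest mean TPM in either group was 16.3. They cannot exclude failures for single genes, such as those whose reads could be split with an overlapping gene or a paralog. A swapped library or a mixture of the cells would leave a share of each abundant gene in the other group's mean, which the 65 genes listed at 0 in the direction with fewer such genes argue against. GC content, length and expression together accounted for 1.2% of the variance of the log2 ratio. For the siRNA seed, 12.1% of the genes abundant in si-NC and listed at 0 in si-FTO had a site, compared with 9.6% of all genes searched. The seed is thus argued against as the main cause. An innate immune response to siRNA stays open for the genes abundant in si-FTO. Of those listed at 0 in si-NC, 1.5% were interferon response genes, but a list of 28 genes can make up only a small share, and its genes made up 0.11% of all genes with a mean TPM of at least 10 in si-FTO.

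A candidate explanation is that the libraries under the 2 labels come from 2 cell populations that differ in more than FTO. Such populations may differ in DNA copy number, which would shift long stretches of genes together. That prediction was written before its test was run. Across 182 windows of 50 expressed genes, the medians of windows 2 apart had a correlation of 0.391, with a permutation p of 0.001 (one-sided), the smallest that 1000 random orders can give. The SD of the window medians was 0.324, compared with a mean of 0.126 in random orders. Without chromosome X, the correlation was 0.411. The correlation is across windows of genes within these libraries, and windows are not independent replicates. The 3 windows with the lowest medians lay on chromosome 22 from 38244875 (-0.96), chromosome 5 from 162873532 (-0.84) and chromosome 6 from 88180341 (-0.81), and the highest lay on chromosome 5 from 218418 (0.84). Coordinated regulation of chromosome domains after FTO depletion was not tested and stays open, as does a difference that arose in the cells during culture. Whether the si-NC cells lack an epithelial programme cannot be told apart from other differences, because the 30 genes of the epithelial list went both ways. Of the 18 with at least 1 TPM in si-FTO, 10 were under 1 TPM in si-NC. Of the 14 with at least 1 TPM in si-NC, 8 also had at least 1 TPM in si-FTO. The others of these included CDH1, with 3.67 TPM in si-NC and 0.685 TPM in si-FTO, and EPCAM, with 1.22 and 0.113 TPM. ELF3, at 93.3 TPM the most abundant of the list in si-FTO, had 0.115 TPM in si-NC, whereas SPINT2 had 38.3 TPM in si-NC and 7.99 TPM in si-FTO. If the groups do differ in this way, changes in other genes, CAV1 among them, cannot be assigned to FTO from these libraries alone. An effect of FTO depletion itself remains among the open explanations, as untested.

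The interferon response genes, which the paper does not discuss, had a median log2 ratio of 0.863 over 24 genes, 19 of them higher in si-FTO. Their median lay above all 10000 random lists. BST2 had the largest rise, with a log2 ratio of 7.51, and HERC5 the largest fall, with -2.34. With a pseudocount of 0.1 the median was 1.91. The technical and biological origins of this rise were not tested apart from each other.

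The replication-dependent histone genes had a median log2 ratio of 0.997 over 38 genes, 31 of them higher, also above all 10000 random lists. H1-2 had the largest rise, 3.77, and H2AC16 the largest fall, -1.14. Such mRNAs typically lack a poly(A) tail, so a different selection of polyadenylated RNA between the groups could raise them. Whether single genes of the list also make polyadenylated transcripts was not checked. Of the 14 other RNAs without such a tail, 8 were found in the table, under the share needed for a test, and of the 4 with a mean TPM of at least 0.5, 2 were higher and 2 lower, so this explanation cannot be told apart from others. More cells in S phase also stays open. The cell cycle genes had a median log2 ratio of 0.14, but its members went both ways, 20 of 30 of them higher, from CCNA2 at -0.93 to CENPF at 0.96, so its median does not decide. The median of the histone genes moved with the processing, to 1.60 with a pseudocount of 0.1 and to 2.60 at a mean TPM of at least 5. The latter setting keeps fewer of these genes.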

How the results depend on the processing

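No paired analysis was possible because the tables hold 1 mean per group, although the labels number the libraries from 1 to 3 in each group. For the same reason, the fits that leave out a library, limma without trend, fry, camera with an estimated correlation and splits of the samples were not run, and a test on counts did not apply. The unknown depth and the missing error between libraries limit every result, because the spread of replicates is not known here.

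FTO stayed lower and CAV1 stayed higher in si-FTO, past the threshold, under each of the 6 alternatives run for them, with log2 ratios from -2.19 to -1.85 for FTO and from 1.66 to 1.86 for CAV1. The threshold uses the q-values of the authors' deposited table in each setting, so only the fold change could move. Under the 5 alternatives planned for it that could be run, the rank of CAV1 among higher genes lay between 880 of 1472 and 1882 of 2787, and its place between 45.3% and 67.5% of the list. With 0 set to 0.0001 and no filter, a setting added for the rank after seeing the data, it was 2249 of 3134, or 71.8%; the cause was not tested.

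The counts of changed genes moved most with the minimum expression and the thresholds. At a mean TPM of at least 5, 1472 genes were higher and 1696 lower; at a mean TPM of at least 50, a setting chosen after seeing the data, 422 were higher and 269 lower. Fewer genes entered these counts. With no fold threshold, 5041 genes were higher and 5769 lower, and with a q-value under 0.01 and a log2 ratio of at least 2, 965 were higher and 1225 lower. The other settings stayed within 1.5 times the main counts of 2263 and 3353: a pseudocount of 0.1 (2787 higher and 4230 lower), no filter, an unadjusted p-value under 0.05, 0 set to 0.0001, quantile normalization (2619 and 2837) and median-ratio scaling (2669 and 2795). Median-ratio scaling removed a shift of -0.21 in log2 ratio between the groups.

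Of the 8 gene lists compared, 5 had medians outside the central 95% of random lists. The settings for lists were chosen after seeing the data. Under quantile normalization the number was 3, since the mitochondrially encoded and m6A lists came within the central 95%; the cause was not tested. The nuclear oxidative phosphorylation genes changed sign under median-ratio scaling, from -0.03 to 0.18, which the shift between the groups accounts for. The medians of the interferon response and histone genes stayed above 0 but rose to 1.91 and 1.60 with a pseudocount of 0.1. That of the histone genes rose to 2.60 at a mean TPM of at least 5, where fewer of them remained. The difference for genes with a siRNA seed match was -0.03 with bases 2 to 8, -0.04 with bases 2 to 7 and -0.02 with the printed strand as the guide, each within the central 95% of other words.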

Differences from the paper's values

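None of the paper's values compared here differed from the main value by more than 1.5 times. The paper gives 4852 down-regulated and 3134 up-regulated genes, against 3353 and 2263 here, and with 0 set to 0.0001 TPM and no filter, an alternative set before the data were examined, the counts equal the paper's. The CAV1 log2 fold change of Supplementary Table 1, the paper's value, is 1.75, against 1.66 here and 1.75 without a pseudocount.

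The paper describes caveolin-1 as one of the top up-regulated genes with a dramatic rise. Here CAV1 ranked 1258 of 2263 higher genes by log2 ratio, at 55.6% of the list, and 676 of the 1159 with a mean TPM of at least 10. The paper shows caveolin-1 in a volcano plot, whereas this rank uses the log2 ratio only. A rank by q-value was not computed. The rank was computed under 5 alternatives set before the data were examined, and lay between rank 1209 of 2669, or 45.3% of the list, under median-ratio scaling and rank 1882 of 2787, or 67.5%, with a pseudocount of 0.1. With 0 set to 0.0001 and no filter, a setting chosen for the rank after seeing the data, CAV1 ranked 2249 of 3134, or 71.8%.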

Other observations

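The tests on genes near the detection limit, on scaling, on the share of abundant genes and on neighbouring genes were chosen only after the result was seen.

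More genes were lower than higher in si-FTO, and this excess depended on expression. There were 1.48 lower genes per higher gene among all genes compared, 1.44 at a minimum mean TPM of 1, 1.15 at 5, 0.99 at 10 and 0.53 at 100. Most of the excess was thus still present at a minimum of 1 TPM. Without the depth, it is not known at which TPM the detection limit lies, so genes near that limit cannot be told apart from other origins of the excess. The excess also shrank over the whole list when the groups were scaled, to 1.05 lower genes per higher gene under median-ratio scaling, with 48.8% of changed genes higher, and to 1.08 under quantile normalization. A shift in scale between the groups cannot be told apart from true lower expression of many genes, since scaling centres the groups by construction. A few abundant genes taking a larger share of TPM in si-FTO is argued against, since the 10 most abundant genes held 11.3% of TPM in si-FTO and 11.9% in si-NC. Other biological explanations were not tested.

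A shift of a wide chromosomal region as the whole cause is argued against for CAV1 and for FTO. The 50 nearest expressed genes had a median log2 ratio of -0.206 around CAV1, and 2 of them rose as far as CAV1. The genes next to CAV1 did rise, with log2 ratios of 1.27 for MET, 0.83 for TES and 0.58 for CAV2, all below that of CAV1; their median was 0.826. These 3 genes were chosen after their values were seen. A shift of the genes next to CAV1 cannot be told apart from separate changes of each gene with so few genes. Around FTO the median was -0.412, in the same direction as FTO and below the median of all genes compared, and 1 of 50 fell as far as FTO. RPGRIP1L, which overlaps the start of FTO on the other strand, fell from 10.7 to 5.57 TPM. FTO depletion by the siRNA remains an open explanation of the fall of FTO, as untested.

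Genes of caveolae other than CAV1 had a median log2 ratio of 0.63 over 10 genes, at percentile 99.5 of random lists. CAVIN3 had the largest rise, with 37.9 TPM in si-FTO, and was listed at 0 in si-NC. CAVIN4 had the largest fall, with a log2 ratio of -1.63. CAVIN1, chosen after its values were seen, rose from 14.0 to 131.6 TPM.

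The mRNAs of proteins that the paper measured by Western blotting were also in the table. PINK1 rose from 45.1 to 100.6 TPM, a log2 ratio of 1.14, with a q-value of 2.13e-13 in the authors' deposited table, whereas the paper reports lower Pink1 protein after FTO depletion. MFN2 had a log2 ratio of 0.11, CYCS -0.26 and TUBB -0.41. mRNA and protein need not move together, and no explanation was tested.

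GAPDH, the reference gene of the paper's qRT-PCR, had 5304 TPM in si-NC and 8518 TPM in si-FTO, a log2 ratio of 0.68, with a q-value of 6.16e-07 in the authors' deposited table. Relative to GAPDH, a transcript with equal TPM in both groups would therefore read lower in si-FTO.

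The m6A writers, erasers and readers, FTO not included, had a median log2 ratio of -0.54 over 20 genes, 1 of them higher, at percentile 1.48 of random lists. IGF2BP1 had the largest fall, -3.13, and YTHDF1 the largest rise, 0.13. The log2 ratio was -0.40 for METTL3, -0.78 for METTL14, -0.60 for RBM15, -0.68 for WTAP, -0.75 for VIRMA and -0.91 for ALKBH5. These values are to be read beside the median of -0.20 for all genes compared. Of other genes the paper names, MGMT had 25.3 TPM in si-FTO and was listed at 0 in si-NC, MPG had a log2 ratio of -0.61 and MZF1 of 0.51.

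The mitochondrially encoded genes of oxidative phosphorylation had a median log2 ratio of -0.47 over 13 genes, at percentile 2.02, with MT-ND3 falling the most (-0.98) and MT-ND4L rising the most (0.12). The nuclear genes of oxidative phosphorylation had a median of -0.03 over 75 genes, at percentile 67.8, with NDUFS6 rising the most (1.05) and NDUFA3 falling the most (-1.09), and the median changed sign under median-ratio scaling. The genes of mitochondrial fission and fusion had a median of 0.04 over 16 genes, at percentile 79.8, with INF2 rising the most (1.82) and MIEF1 falling the most (-1.22). The cell cycle genes stood at percentile 93.2, with CENPF rising the most (0.96) and CCNA2 falling the most (-0.93).

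Off-target silencing through the seed of the FTO siRNA was tested over 19831 of the genes compared. Sites were sought in the 3′ UTR, or in the whole transcript for genes without a coding sequence. The 1902 genes with a site, CTCCATA, had a median log2 ratio of -0.23 and the others of -0.20. The difference of -0.03 stood at percentile 75.1 of 209 other words of the same composition.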
